# RqcH and RqcP catalyze processive poly-alanine synthesis in a reconstituted ribosome-associated quality control system

**DOI:** 10.1093/nar/gkab589

**Published:** 2021-07-13

**Authors:** Hiraku Takada, Caillan Crowe-McAuliffe, Christine Polte, Zhanna Yu Sidorova, Victoriia Murina, Gemma C Atkinson, Andrey L Konevega, Zoya Ignatova, Daniel N Wilson, Vasili Hauryliuk

## Abstract

In the cell, stalled ribosomes are rescued through ribosome-associated protein quality-control (RQC) pathways. After splitting of the stalled ribosome, a C-terminal polyalanine ‘tail’ is added to the unfinished polypeptide attached to the tRNA on the 50S ribosomal subunit. In *Bacillus subtilis*, polyalanine tailing is catalyzed by the NEMF family protein RqcH, in cooperation with RqcP. However, the mechanistic details of this process remain unclear. Here we demonstrate that RqcH is responsible for tRNA^Ala^ selection during RQC elongation, whereas RqcP lacks any tRNA specificity. The ribosomal protein uL11 is crucial for RqcH, but not RqcP, recruitment to the 50S subunit, and *B. subtilis* lacking uL11 are RQC-deficient. Through mutational mapping, we identify critical residues within RqcH and RqcP that are important for interaction with the P-site tRNA and/or the 50S subunit. Additionally, we have reconstituted polyalanine-tailing *in vitro* and can demonstrate that RqcH and RqcP are necessary and sufficient for processivity in a minimal system. Moreover, the *in vitro* reconstituted system recapitulates our *in vivo* findings by reproducing the importance of conserved residues of RqcH and RqcP for functionality. Collectively, our findings provide mechanistic insight into the role of RqcH and RqcP in the bacterial RQC pathway.

## INTRODUCTION

In all cells, the process of synthesizing proteins by ‘reading’ the coded instructions in mRNA is called translation, and it is carried out by the molecular machine called the ribosome. Damaged or truncated mRNAs are harmful to cells because they sequester ribosomes from active protein production and can result in the synthesis of cytotoxic truncated proteins (1). Therefore, diverse ribosome rescue pathways have evolved in all domains of life to disassemble stalled ribosomal complexes (2–4). The first ribosome rescue pathway to be identified in bacteria was the trans-translation system (5). The system consists of transfer-messenger RNA (tmRNA; also referred to as small stable RNA A, *ssrA*) that serves both as an mRNA template (6) and a tRNA mimic (7). This RNA component of tmRNA is assisted by small protein B (SmpB) (8). Acting as a tRNA, alanyl-tmRNA mediates the addition of alanine to ribosome-stalled nascent polypeptide chains (7). Next, decoding of the ORF encoded within the tmRNA results in the addition of the short C-terminal ssrA peptide tag (6). This, in turn, marks the aberrant proteins for degradation by ClpA, ClpXP and FtsH proteases (9). In addition to the trans-translation system, *Escherichia coli* possess two alternative rescue systems that are related to or rely on the canonical stop codon-dependent translation termination machinery involving class-1 release factors RF1 and RF2 (2,3). While alternative rescue factor A (ArfA) recruits RF2 to release the stalled polypeptide in the absence of the A-site stop codon (10), ArfB acts as a peptidyl hydrolase itself (11). Unlike the trans-translation system, which is universally conserved in bacteria (12,13), ArfA and ArfB have patchy evolutionary distributions, and are missing, for example, in the model firmicute bacterium *Bacillus subtilis* or the human pathogen *Francisella tularensis* (14). Instead, these species rely on release factor-dependent alternative rescue systems ArfT (*F. tularensis* (15)) and BrfA (*B. subtilis* (16)).

The translation apparatus of both archaea and the eukaryotic cytoplasm lack the trans-translation and Arf/Brf ribosome rescue systems. Instead, they rely on ribosome-associated protein quality control, RQC (17,18). RQC is executed by the concerted action of Ribosome quality control complex subunits 1 (Rqc1) and 2 (Rqc2, aka NEMF/SDCCAG1 in humans, Caliban in Drosophila and Tae2 in yeast), E3 ubiquitin ligase Ltn1/Listerin and the AAA ATPase Cdc48/p97 (19,20). Unlike the bacterial systems described above that operate on the 70S ribosomes, eukaryotic RQC operates on the large 60S subunit (19,20) which can be generated by splitting the stalled ribosome by Dom34/Pelota-Hbs1 and ABCE1/Rli1 (21–25) or, alternatively, the RQC-trigger/ASC-1 complex (26,27). In yeast, the resulting 60S-P-tRNA complex is a substrate for the mRNA-independent addition of C-terminal extensions of poly-alanine co-polymerised with threonine (CAT tails) (28). CAT tailing progresses the stalled nascent peptide through the exit tunnel, presenting lysine residues in the nascent peptide that are substrates for ubiquitinylation by Ltn1 (29). Off the ribosome, CAT tails promote protein aggregation (30,31) and serve as a degron tag promoting degradation by the proteasome (32). Recently, it has been shown that C-terminal tails mediated by the RQC machinery in mammalian cells and *Drosophila melanogaster* are composed predominantly of alanine, with minor contribution from other amino acids (33–35).

Diverse bacterial species of phyla across the bacterial tree of life encode NEMF-family fibronectin-binding protein A (FpbA) proteins homologous to eukaryotic Rqc2 proteins (36). For decades, the exact molecular function of these proteins was unclear. *Enterococcus faecalis* EfbA (37), *Listeria monocytogenes* FbpA (38,39) and *Streptococcus pneumoniae* PavA (40) were originally recognized as virulence factors. The situation changed in 2019 when *B. subtilis* FpbA homologue YloA was demonstrated to be a functional analogue as well as a homologue of eukaryotic Rqc2, which led to renaming of the protein to bacterial Rqc2 homolog, RqcH (41). RqcH, like other NEMF family proteins, contains a conserved core domain architecture of NFACT-N (NFACT means domain found in NEMF, FbpA, Caliban, and Tae2), helix-hairpin-helix (HhH), coiled coils (CC), a small β-hairpin-containing middle (M)-domain between the two helices of the CC, and an NFACT-R domain (28,36,41–43) (Figure 1A). RqcH recruits tRNA^Ala^ to 50S-peptidyl-tRNA complexes generated by an as yet unknown molecular players that split stalled 70S ribosomes, and drives the addition of C-terminal poly-alanine tails that, in turn, act as degron tags recognized by the ClpP protease (41). The *rqcH* gene genetically interacts with *ssrA*, as the double deletion mutant *ssrA* and *rqcH* displays an increased sensitivity to antibiotics that inhibit translation and displays a synthetic growth defect at 45°C (41). This genetic interaction suggests that the two ribosome rescue systems have complementary functions in *B. subtilis*.

**Figure 1.**
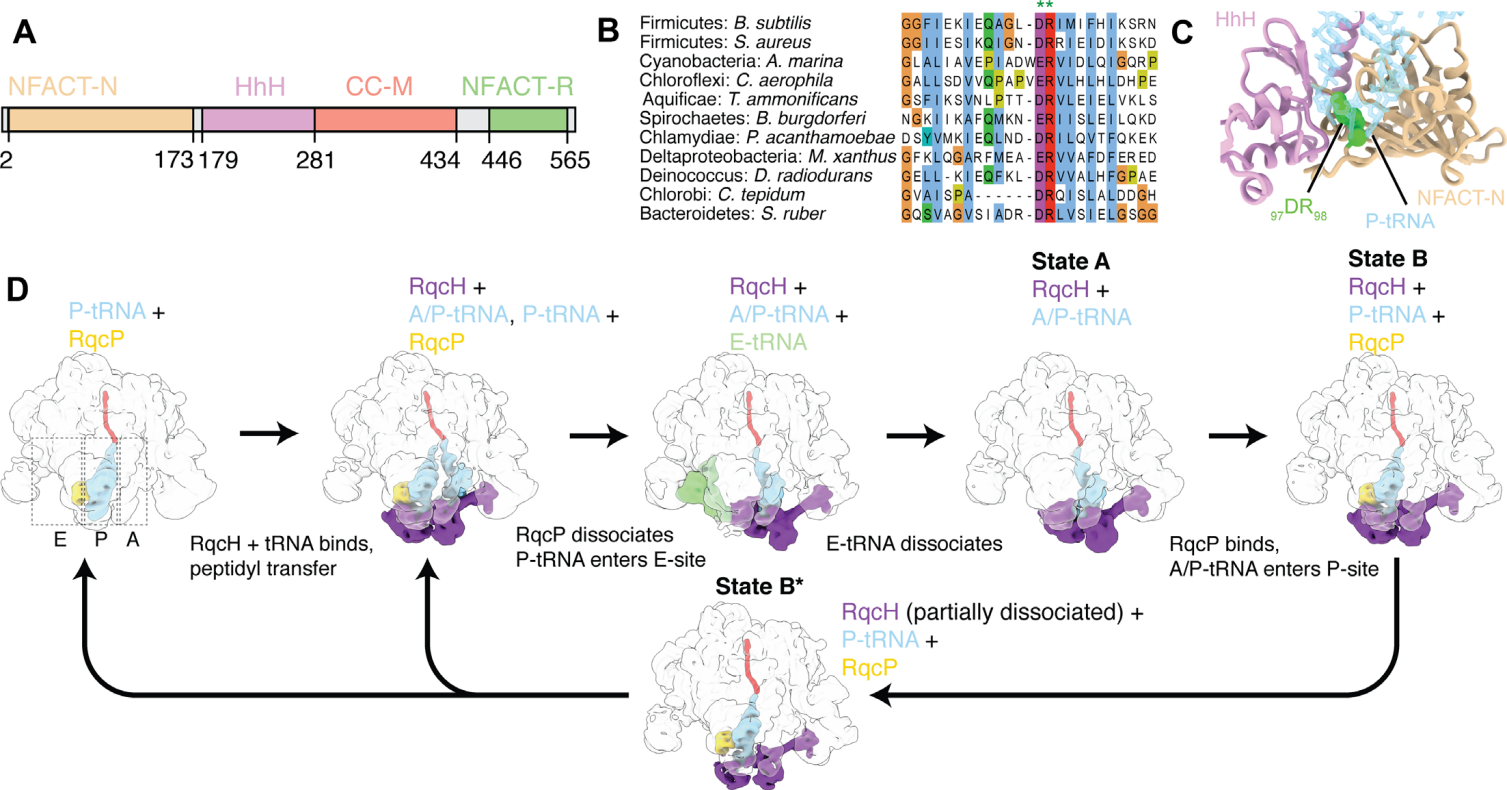
Bacterial ribosome-associated RQC is mediated by RqcH and RqcP. (**A**) RqcH domain composition. Amino acid positions are numbered as per *B. subtilis* RqcH. (**B**) Sequence alignment of RqcH homologs from diverse bacteria. (**C**) Interaction between RqcH (HhH domain in lilac, NFACT-N domain in tan, _97_DR_98_ motif in green) and P-tRNA (transparent cyan) in state B (PDB 7ASA (42)). (**D**) Overview of proposed RQC elongation cycle mediated by RqcH and RqcP (42). Beginning with a 50S with trapped P-tRNA, binding and dissociation cycles of RqcH and RqcP, accompanied by movement of tRNAs through the A-, P- and E-sites, results in mRNA- and 30S-independent elongation.

Cryo-EM structures of RqcH-50S complexes isolated using *in vivo* pull-down approaches have established that the NFACT-N domain of RqcH is the key structural element mediating tRNA^Ala^ recognition (42,44), thus rationalizing the earlier report of D97A/R98A substitution (RqcH^DR^) in the domain ablating RQC functionality (41). Indeed, RqcH appears to interact with both tRNA^Ala^ isoacceptors, namely tRNA^Ala(UGC)^ and tRNA^Ala(GGC)^ (42) (note that the latter was annotated as tRNA^Ala(IGC)^ in the original report due to the hybridization with the microarray probe designated as Ala-IGC, Supplementary Table S1)—and the conserved _97_DR_98_ residues have been suggested to contribute to this specificity by interacting with the anticodon–stem–loop of these tRNAs, in particular the G35 at the central position of the anticodon (42,44) (Figure 1B,C). A similar variant in yeast Rqc2 could bind to 50S-P-tRNA complexes, but not support CAT tailing (28). The structures also revealed that the M domain of RqcH is tethered to ribosomal protein uL11 located at the L7/L12 stalk base, suggesting that this interaction is critical for RqcH function. Furthermore, analysis of the RqcH-50S RQC pull-down complexes led to the discovery of RqcP, an Hsp15-family protein (42,44). By analysing the ensemble of generated cryo-EM structures, a putative mechanism of RqcH/RqcP-driven poly-alanine synthesis on the large 50S subunit was proposed (Figure 1D) (42). By associating with 50S-peptidyl-tRNA complexes, RqcP stabilizes the peptidyl-tRNA in the P-site, thus allowing efficient recruitment of RqcH:tRNA^Ala^ to the A-site. Consequent spontaneous transpeptidation and RqcP dissociation allow the 50S-bound tRNAs to sample different ribosomal binding sites. This results in departure of the deacylated E-site tRNA and allows the peptidyl-tRNA extended with C-terminal alanine residue to adopt a hybrid A/P-like state. Rebinding of RqcP stabilizes the peptidyl-tRNA in the P-site, resulting in a complex with P-site tRNA, RqcH and RqcP. This latter complex was the best-resolved state observed in cryo-EM reconstructions, which we termed state B. An additional state, which was similar to state B, but with partially dissociated RqcH, was termed state B* and assumed to represent a transition towards RqcH dissociation.

Here, we employ biochemical and structural techniques to dissect the role of RqcH and RqcP during bacterial RQC. We show that RqcH can specifically select tRNA^Ala^ in the absence of the 50S subunit and that RqcP does not contribute to this selection specificity. Indeed, we show that mutation of the conserved DR motif to AA leads to loss of this tRNA^Ala^ specificity, supporting the importance of the motif for distinguishing tRNA^Ala^ from other tRNA species. A cryo-EM structure of a RqcH^DR^ mutant in complex with the peptidyl–tRNA–50S complex reveals that the NFACT-N domain of the RqcH^DR^ mutant has disengaged from the anticodon stem loop of the P-site tRNA, thus providing a structural basis for the loss in specificity. In addition, we demonstrate that uL11 is critical for RqcH recruitment to the 50S subunit and *B. subtilis* lacking uL11 is RQC-deficient. We also identify critical residues within RqcH and RqcP that are important for recruitment to the peptidyl-tRNA 50S complexes. Furthermore, we establish an *in vitro*-reconstituted polyalanine-tailing assay, which we use to demonstrate that RqcH and RqcP are necessary and sufficient for processivity of polyalanine tailing. The *in vitro*-reconstituted polyalanine-tailing assay opens the way for further studies to dissect the role of other factors involved in bacterial RQC.

## MATERIALS AND METHODS

Strains, plasmids (and details regarding the construction thereof) as well as oligonucleotides and synthetic DNA sequences used in this study are provided in Supplementary Table S2. Detailed description of protein and tRNA purification procedures is provided in the *Supplementary methods*.

### Multiple sequence alignment

RqcH and RqcP sequences were extracted from the previously reported dataset (42), aligned with MAFFT v7.164b with the L-ins-i strategy (45) and alignments were visualized with Jalview (46).

### Preparation of *B. subtilis* 50S ribosomal subunits

*B. subtilis* 70S was purified as described earlier (47), diluted with low-magnesium HEPES:Polymix buffer (1 mM MgOAc) and incubated on ice for 30 minutes to promote the dissociation of subunits. The sample was then resolved on a 10–40% sucrose gradient in overlay buffer (60 mM NH_4_Cl, 1 mM Mg(OAc)_2_, 0.25 mM EDTA, 3 mM β-mercaptoethanol, 20 mM Tris–HCl pH 7.5) in a zonal rotor (Ti 15, Beckman, 18 h at 21 000 rpm). The peak containing pure 50S subunits was pelleted by centrifugation (48 h at 35 000 rpm), and the final ribosomal preparation was dissolved in HEPES:Polymix buffer with 5 mM MgOAc.

### Growth assays

*B. subtilis 168* wild-type and deletion strains were pre-grown on LB plates overnight at 30°C. Fresh individual colonies were used to inoculate liquid LB medium cultures (OD_600_ adjusted to 0.01) at 37°C. Log phase cultures (OD_600_ of ≈0.4) diluted to OD_600_ of 0.1 were used to prepare 10- to 10^5^-fold serial dilutions which were then spotted onto LB agar plates with or without 1 mM IPTG. The plates were scored after 18 hours incubation at either 37°C or 49°C.

### Immunoprecipitation of FLAG_3_-tagged proteins

The experiments were performed as described earlier (42). Strains expressing FLAG_3_-tagged proteins were pre-grown on LB plates overnight at 30°C. Fresh individual colonies were used for inoculation and grown in LB medium. 3× 1 liter cultures were grown at 37°C to OD_600_ = 0.8. Cells were collected by centrifugation (8000 rpm for 10 min at 4°C, JLA-16.25 Beckman Coulter rotor), pellets frozen in liquid nitrogen and stored at –80°C. Cell pellets were resuspended in 8 ml of cell opening buffer (95 mM KCl, 5 mM NH_4_Cl, 20 mM HEPES (pH 7.5), 1 mM DTT, 15 mM Mg(OAc)_2_, 0.5 mM CaCl_2_, 8 mM putrescine, 1 mM spermidine, 1 tablet of cOmplete™ EDTA-free Protease Inhibitor Cocktail (Roche) per 50 ml of buffer) and disrupted using FastPrep homogeniser (MP Biomedicals) with 0.1 mm Zirconium beads (Techtum) in 6 cycles by 20 s with 3 min chill on ice. Cell debris was removed by centrifugation at 14 800 rpm for 20 min 4°C in F241.5P rotor using a 149 Microfuge 22R centrifuge (Beckman Coulter). The supernatant was combined with 100 μl of ANTI-FLAG M2 Affinity Gel (Sigma) pre-equilibrated in cell opening buffer, and incubated for 1.5 h at 4°C on a turning wheel (Fisherbrand™ Multi-Purpose Tube Rotators). The samples were loaded on Micro Bio-Spin columns (Bio-Rad) pre-equilibrated in cell opening buffer, and washed 10 times with 1 ml of cell opening buffer by gravity flow. RqcH-FLAG_3_ was eluted by addition of 200 μl opening buffer containing 0.1 mg/ml poly-FLAG peptide (Biotool, Bimake) for 45 min on a turning wheel. All incubations, washes and elutions were performed at 4°C. The eluted sample was collected by centrifugation at 2000 rpm for 1 min 4°C in a F241.5P rotor using a 149 Microfuge 22R centrifuge (Beckman Coulter). One aliquot of the eluted sample was resolved on SDS-PAGE, the other was blotted on cryo-EM grids, and the remaining sample was used for tRNA-array analyses. For SDS-PAGE analyses, 20 μl aliquots of samples were mixed with 5 μL of 5× SDS loading buffer and heated at 95°C for 15 min, and denatured samples were loaded on 12% SDS-PAGE. SDS-gels were stained by ‘Blue-Silver’ Coomassie Staining (48) and washed with water for 6 h or overnight before imaging with LAS4000 (GE Healthcare).

### Preparation of cryo-EM grids

Eluted pull-down samples were kept on ice and loaded on grids within 2 h after preparation without freezing. The concentration of ribosomes in the samples was estimated from SDS-PAGE gels by comparison of ribosomal band intensities in eluted samples with the bands from loaded ribosomes with known concentration (Supplementary Figure S1). The concentration of ribosomes in elution of RqcH^DR^-FLAG_3_ was approximately 50 nM. Samples were loaded on Quantifoil 2/1 Cu300 grids three times with manual blotting followed by the final blotting using the Vitrobot (FEI). Vitrobot blotting was performed at 100% humidity, 4°C, 5 s blot time, 1 s wait time and 0 s drain time; the resultant sample was vitrified by plunge-freezing in liquid ethane. Grids were imaged on a Titan Krios (FEI) operated at 300 kV at a nominal magnification of 165 000× and a pixel size of 0.82 Å with a Gatan K2 Summit camera with a 4 s exposure and 20 frames using the EPU software.

### Cryo-EM data analysis

Unless otherwise specified, all processing was performed in RELION 3.1 (49). 2510 raw micrograph stacks were motion-corrected with MotionCor2 (50) and the CTF was estimated with CTFFIND4 (51) (Supplementary Figure S2, Table S3). Micrographs with an estimated CTF fit that was significant beyond 4 Å were selected for further processing. crYOLO was used to pick particles (52), resulting in 145 631 initial particles which were extracted with 3× down-sampling. After 2D classification, the remaining 125 573 particles were used to create an *ab initio* model, which was subsequently used as a reference for 3D refinement and 3D classification without angular sampling (53). The majority of particles were grouped into a single class containing a 50S ribosomal large subunit, P-tRNA, RqcP and weak surrounding density. This class was selected for another 3D refinement, followed by partial signal subtraction with a mask around the A, P and E sites (54). Another 3D classification was then performed without angular sampling, the regularization parameter T set to 50, and the resolution used in the expectation step limited to 7 Å. Classes of interest were re-extracted with the original pixel size, refined, and post-processed. FSCs were assessed using the ‘gold-standard’ approach (55). Local resolution was estimated with ResMap (56). For analysis, parts of an existing model of a bacterial RQC complex (PDB: 7AS8) were fitted, by domain, into density using ChimeraX (57).

### Electrophoretic mobility shift assay (EMSA)

Experiments were performed as described earlier (58). Before performing the experiment, stock mRNA(MVF) (5′-GGC**AAGGAGGA**GAUAAGAAUGGUUUUCUAAUA-3′) was incubated for 2 min at 60°C to denature possible secondary structures. Reaction mixtures (10 μL) in HEPES:Polymix buffer (47) with 5 mM Mg^2+^ were assembled by adding either *E. coli* tRNA^Val^ or *B. subtilis* tRNA^Ala^ or tRNA^Lys^ (0.1 μM final concentration) as well as mRNA mRNA(MVF) competitor (1 μM final concentration), followed by the addition of RqcH-HTF (either wild-type or D97A R98A substituted). After incubation for 5 min at 37°C, 4 μL of 50% sucrose was added per sample, and the samples were electrophoretically resolved on a 12% Tris:borate:EDTA gel at 4°C (160–180 V) for 1–1.5 h. Gels were stained with SYBR Gold nucleic acid stain (Life Technologies) for 30 min, followed by visualization using a Typhoon Trio Variable Mode Imager (Amersham Biosciences). Bands were quantified using ImageJ (59). The efficiency of complex formation (effective concentration, EC_50_ ± standard deviation) was calculated using the 4PL model (Hill equation) as per Sebaugh (60) using eight data points; each experiment was performed at least two times.

### Immunoprecipitation of purified His_6_-TEV-FLAG_3_-tagged RqcH variants with *B. subtilis* total tRNA

1 μM purified His_6_-TEV-FLAG_3_-tagged RqcH variants (wild-type and D97A/R98A) and 10 μM *B. subtilis* total tRNA were mixed on ice in IP buffer (HEPES:Polymix buffer pH 7.5, 1 mM DTT, 5 mM MgOAc; 200 μl total volume). The sample was mixed with 50 μl of ANTI-FLAG M2 Affinity Gel (Sigma) pre-equilibrated in IP buffer, and incubated for 0.5 h at 4°C on a turning wheel (Fisherbrand™ Multi-Purpose Tube Rotators). The samples were loaded on Micro Bio-Spin columns (Bio-Rad) pre-equilibrated in IP buffer, and washed 4 times with 0.5 ml of IP buffer by gravity flow. RqcH-His_6_-TEV-FLAG_3_ was eluted by addition of 200 μl IP buffer containing 0.1 mg/ml poly-FLAG peptide (Biotool, Bimake) for 30 min on a turning wheel. All incubations, washes and elutions were performed at 4°C. The eluted sample was collected by centrifugation at 2000 rpm for 1 min 4°C in a F241.5P rotor using a 149 Microfuge 22R centrifuge (Beckman Coulter). RNA was extracted twice with 5:1 acidic phenol:chloroform, precipitated with ethanol, and resuspended in ddH_2_O. Samples containing 150 ng of total RNA were separated on 8 M urea-containing 8% polyacrylamide gels. The gel was stained with SYBR Gold (Life technologies) for 30 min, followed by visualization using a Typhoon Trio Variable Mode Imager (Amersham Biosciences).

### tRNA Northern blotting

For deacylation immunoprecipitated samples were incubated with 125 mM Tris–HCl, pH 9.0, 0.1 M EDTA, 0.5% (w/v) SDS at room temperature for 45 min, before neutralization with an equal volume of 1 M NaOAc, pH 5.5. RNA was extracted twice with 5:1 acidic phenol:chloroform, precipitated with ethanol, and resuspended in ddH_2_O. Samples containing 150 ng of total RNA were separated on 8M urea-containing 8% polyacrylamide gels followed by electroblotting to Zeta-probe membranes (Bio-Rad). The blots were sequentially probed for *B. subtilis* tRNA^Ala^, *B. subtilis* tRNA^Lys^ and *E. coli* tRNA^Val^ using ^32^P-labeled oligonucleotides (Supplementary Table S2). The probes for *B. subtilis* tRNA^Ala^ were designed to hybridize with the conserved TΨC-loop of both tRNA^Ala^ isoacceptors. Signals were detected by phosphorimaging using a Typhoon FLA 9500 biomolecular imager. In parallel, a second gel was subjected to SYBR Gold (Life Technologies) nucleic acid staining for 30 min, followed by visualization using a Typhoon Trio Variable Mode Imager (Amersham Biosciences).

### tRNA microarrays

tRNA microarrays were performed similarly to as previously described (42). A detailed protocol for the microarrays is published on protocols.io (dx.doi.org/10.17504/protocols.io.hfcb3iw). *In vivo* and *in vitro* co-immunoprecipitated tRNA samples as well as the corresponding total tRNA controls (tRNA from cell lysate for *in vivo* pulldown experiments or purified total *B. subtilis* tRNA for *in vitro* pulldown experiments, respectively) were incubated with 100 mM Tris-HCl pH = 9.0 at room temperature for 45 min, thereafter precipitated with one volume of 100 mM NaCl 100 mM NaOAc pH 4.8 as well as 2.7-volumes of absolute ethanol, resuspended in ddH_2_O and tRNAs were subjected to labeling of the invariant 3′-NCCA-ends. The IP samples were labeled with Cy3-labeled RNA/DNA while the total tRNA control samples were labeled with Atto647-labeled RNA/DNA hybrid oligonucleotide. Labeled tRNA samples were loaded as pairs (i.e. Cy3-labeled IP and Atto647-labeled total tRNA) on the same microarray containing 24 replicates of full-length tDNA probes recognizing the 36 *B. subtilis* tRNA isoacceptors (see Supplementary Table S1) and hybridized for 16 h at 60°C. The fluorescence signals of microarrays were recorded with a GenePix 4200A scanner (Molecular Devices) and statistically analyzed with in-house scripts with Python version 3.7.0. Each fluorescent signal was normalised to intrinsic standards as described (61) and presented as ratios of the IP complexes against total tRNA (i.e. Cy3 vs Atto647 signals). Thereby, while equal amounts of IP samples and total tRNAs were analyzed on each array, the IP samples originated from larger cell amounts and this was also considered by calculating the final ratios. Enrichment of tRNA species in *in vivo* and *in vitro* IP samples was calculated over corresponding total tRNA pool, i.e. either tRNA from cellular lysates or purified total *B. subtilis* tRNA, respectively. To assess the spread of the data, covariance of the signal is calculated for each single isoacceptor (represented with grey bars on the corresponding figures) which is further used to compute the confidence intervals, i.e. the spread of the data for all isoacceptors. In the case of experiments with three replicates, the confidence intervals between replicates 1 and 2, 2 and 3, 1 and 3 were 98%, 99% and 99% (for Figure 2E), 95%, 97% and 92% (Figure 2F), 96%, 96% and 97% (Figure 3B), 95%, 97% and 92% (Figure 3C) and, finally, 94%, 98% and 97% (Figure 5F). In the case of experiments with two replicates, the confidence intervals between replicates 1 and 2 were 95% (Figures 3D and 3E).

### Sucrose gradient fractionation and Western blotting

Experiments were performed as described earlier (42), with minor modifications. 50S ribosomal protein L3 was detected using anti-L3 primary antibodies provided by Fujio Kawamura (1:20,000 dilution) combined with goat anti-rabbit IgG-HRP secondary antibodies (Sigma-Aldrich, A0545; 1:10 000 dilution). ECL detection was performed using WesternBright™ Quantum (K-12042-D10, Advansta) western blotting substrate and ImageQuant LAS 4000 (GE Healthcare) imaging system.

### Poly-Ala synthesis in a reconstituted *B. subtilis* RQC system

Initiation (2 μM *B. subtilis* 50S, 3 μM RqcH-HTF, 3 μM RqcP, 2 μM f[^35^S]Met-tRNA_i_^Met^ in HEPES:Polymix buffer pH 7.0 1 mM DTT and 7.5 mM MgCl_2_) and elongation (10 μM *B. subtilis* total tRNA (tBulk), 2 μM AlaRS, 1 mM ATP, 200 μM Alanine, 1 mM DTT and 7.5 mM MgCl_2_ in HEPES:Polymix buffer pH 7.0) mixtures were separately prepared on ice. After 5 min incubation at 30°C, the two mixtures were combined and incubated at 30°C. 10 μl aliquots were taken (either after 15-min long incubation or throughout the time course), quenched with 10 μl of loading dye (7 M urea, 0.05% bromophenol blue and 100 mM NaOAc, pH 5) and resolved on acidic urea-PAGE in 1× TBE (8 M urea, 6.5% PAGE). The gel was exposed overnight, and the imaging plate was scanned on Typhoon FLA 9500 (GE Healthcare).

## RESULTS AND DISCUSSION

### RqcH specifically selects tRNA^Ala^ from the tRNA pool in the absence of the 50S subunit

Previous studies indicated that *B. subtilis* RqcH appears to specifically interact with tRNA^Ala^ and that this specificity may be mediated by the highly conserved _97_DR_98_ residues (41,42,44). To investigate this further, we used Electrophoretic Mobility Shift Assays (EMSAs) to study complex formation between *B. subtilis* RqcH – wild-type and D97A/R98A (DR) variant – and individual native deacylated tRNAs purified from *B. subtilis* bulk tRNA (Figure 2A, B and Supplementary Figure S3). We tested *B. subtilis* tRNA^Ala^ as the native RQC tRNA substrate, and, as controls, *B. subtilis* tRNA^Lys^ and *E. coli* tRNA^Val^; tRNA^Ala^ and tRNA^Val^ used for EMSA were not further purified into individual isoacceptors. While the wild-type RqcH displays a preference for tRNA^Ala^, it also binds the control tRNAs, though with lower affinity: EC_50_ tRNA^Ala^ of 190 nM versus EC_50_ tRNA^Lys^ of 310 nM and EC_50_ tRNA^Val^ of 390 nM (Figure 2A). The preference for tRNA^Ala^ is lost in the RqcH^DR^ variant, which binds all the three tRNA species with the same (low) affinity, analogous to that observed for the wild-type protein binding to non-cognate tRNA (i.e. tRNA^Val^ and tRNA^Lys^; EC_50_ 240–310 nM). The modest specificity of RqcH for tRNA^Ala^ observed in EMSAs is surprising given the pronounced selectivity for tRNA^Ala^ in *B. subtilis* RQC (41,42). The higher specificity for tRNA^Ala^*in vivo* is only evident in kinetic competition with the other tRNA species. To assess this, time-resolved studies will be necessary; while our EMSA can quantify the equilibrium affinities (*K*_D_/EC_50_), the method is not suitable for measuring the on- and off-rates of RqcH:tRNA complex formation (*k*_+1_ and *k_–_*_1_). Alternatively, it is also possible that the high selectivity is only evident when RqcH is recruited to the 50S subunit, and the preference for tRNA^Ala^ actually reflects the specificity of RqcH:50S RQC complex, rather than that of the RqcH itself.

**Figure 2.**
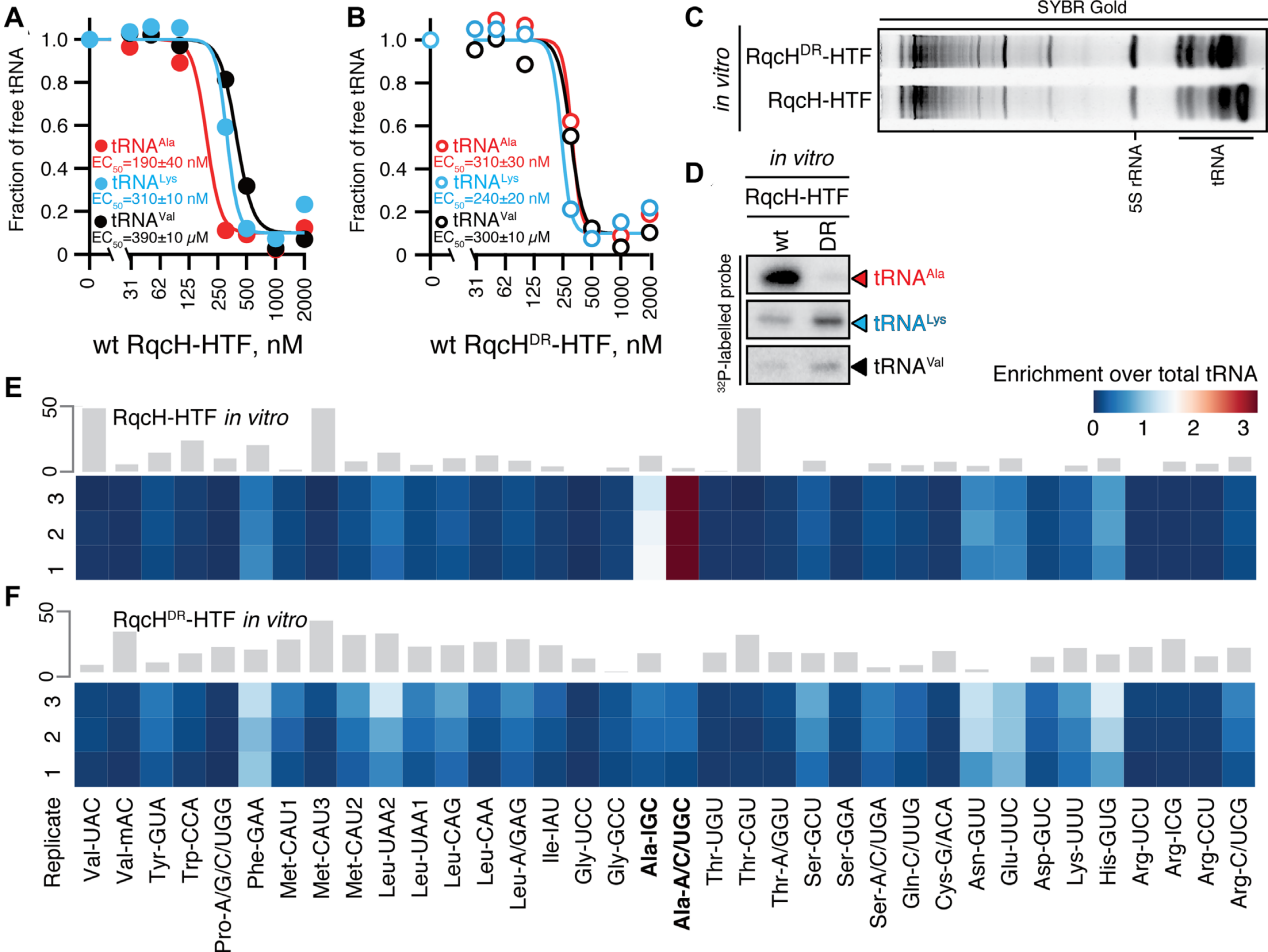
RqcH can specifically select tRNA^Ala^ from the tRNA pool off the 50S ribosome. (A, B) Complex formation between increasing concentrations of either wild-type (**A**) or DR variant (D97A R98A double substitution) (**B**) *B. subtilis* RqcH-HTF and 0.1 μM of either *B. subtilis* tRNA^Val^, *B. subtilis* tRNA^Ala^ or *E. coli* tRNA^Val^ was monitored by EMSA. 1 μM of synthetic mRNA(MVF) RNA oligonucleotide was used as a nonspecific competitor. Representative full-size EMSA gels are provided as Supplementary Figure S3. (C, D) SYBR Gold staining (**C**) and Northern blotting (**D**) analyses of RqcH-HTF:tRNA complexes isolated through co-IP of either wild-type or DR variant of RqcH-HTF preincubated with total *B. subtilis* tRNA, tBulk. For validation of northern blot probe specificity see Supplementary Figure S4. (E, F) tRNA microarray analyses of tRNAs isolated through co-IP of either wild-type (**E**) or DR variant (**F**) of RqcH-HTF preincubated with *B. subtilis* total tRNA. Grey bars represent an example of covariance analysis between replicates 1 and 3 (E) and replicates 2 and 3 (F). The Ala-IGC tRNA array probe hybridizes with tRNA^Ala(GGC)^, Ala-A/C/UGC probe hybridizes with tRNA^Ala(UGC)^ and Lys-UUU hybridizes with tRNA^Lys(UUU)^; the full reference table is provided as Supplementary Table S1. The colour key indicates the fold-enrichment of tRNAs in pulldown samples over total tRNA.

To address the first of these possibilities, we performed a set of *in vitro* pulldown experiments using total *B. subtilis* tRNA preparation (total tRNA bulk, tBulk) and purified RqcH (C-terminally extended by the His_6_-TEV-FLAG_3_ (HTF) tag). The purified HTF-tagged wild-type RqcH or RqcH^DR^ were incubated with total tRNA, and the associated tRNA species were probed by (i) Northern blotting (Figure 2C, D; for validation of Northern blot probe specificity see Supplementary Figure S4), and (ii) tRNA microarray (Figure 2E, F). Both experiments were in agreement with each other, demonstrating strong preference of the wild-type RqcH for tRNA^Ala^. 

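For the microarrays, 3 arrays with wild-type RqcH-HTF and 3 with RqcH DR-HTF were analysed. Purified protein at 1 µM had been mixed with 10 µM total tRNA, and each array carried the co-immunoprecipitated tRNA in Cy3 and the total tRNA in a red dye, with 4 spiked-in standard tRNAs. The authors recorded the spot intensities of both channels and made a table of ratios of pulldown to total tRNA. From the intensities, the local background was subtracted, the median over the spots of each of 36 probes was taken in each channel, and the log2 ratio of Cy3 to red was centred on the median tRNA of the array. Each value is thus a ratio relative to the median tRNA of the array. Dyes were not swapped, so a dye bias of a probe stays in its value and cannot be told apart from enrichment within a pulldown. On the scale of the standards, the median tRNA lay at −3.89 ± 0.26 (SD, n = 3) with the wild-type protein and at −3.31 ± 0.76 (SD, n = 3) with RqcH DR. In the pulldown channel, 33 to 35 of the 36 probes were above background on the wild-type arrays and 34 to 36 on the RqcH DR arrays, and in the total tRNA channel all 36 were. A probe had 24 spots, except on 1 RqcH DR array with 20. Pulldowns were compared with limma in 1 fit of all 19 arrays, and the number of arrays limits the precision.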

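With wild-type RqcH, both tRNA Ala probes stood above every other probe on each of the 3 arrays. Their mean log2 ratio was 4.18 ± 0.28 (SD, n = 3) above the median tRNA. It exceeded the highest other probe of the same array by 2.12 ± 0.094 (SD, n = 3), a margin of 4.35-fold that is larger than the spread between replicates. The highest other probe was Phe-GAA, Asn-GUU or His-GUG, depending on the array. Of the 36 probes, 9 were above the median tRNA and 13 below it at an adjusted p under 0.05 from limma. After the tRNA Ala probes came His-GUG at 1.94, Asn-GUU at 1.91, Phe-GAA at 1.75, Glu-UUC at 1.75 and Leu-UAA2 at 1.48. With loess normalization within arrays, Asn-GUU fell to 0.35 and lost its call (adjusted p = 0.381). Lys-UUU was at 1.02 ± 0.11 (SD, n = 3) and did not pass the test (adjusted p = 0.17), although it lay above 0 on all 3 arrays. Its standard error of 0.63 comes from a spread shared over all pulldowns. Signals of Lys-UUU not above background in the RqcP-FLAG_3_ pulldowns, described below, widen this error here and in comparisons. Lys-UUU passed under 3 of 16 alternatives, with adjusted p from 0.000267 to 0.396. Val-mAC was below the median tRNA, at −2.11 ± 0.039 (SD, n = 3, adjusted p = 2.29e-06). Val-UAC, above background in the pulldown on 1 of the 3 arrays, was at −0.13 ± 1.04 (SD, n = 3, adjusted p = 0.726), a value that depends on the floor used for the other 2. Under 2 of 16 alternatives it was called below the median tRNA, at −1.36 with the authors' table (adjusted p = 2.66e-05) and at −1.24 with floor values missing, an alternative chosen after the data had been seen (adjusted p = 0.00275). As a list, the tRNA Ala probes were higher than the other probes by camera with a preset correlation (adjusted p = 0.0249) and not with the estimated one (adjusted p = 0.226).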

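Each tRNA Ala probe was enriched by itself in the pulldown with wild-type RqcH, above background in both channels of every array. Ala-A/C/UGC had a log2 ratio of 4.96 ± 0.24 (SD, n = 3, adjusted p = 2.94e-12 from limma), which is 31.1-fold over the median tRNA. Ala-IGC had a log2 ratio of 3.41 ± 0.32 (SD, n = 3, adjusted p = 5.46e-10 from limma), which is 10.6-fold over the median tRNA.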

In the microarrays, we detected both tRNA^Ala(GGC)^ and tRNA^Ala(UGC)^ isoacceptors (hybridizing to the Ala-IGC and Ala-A/C/UGC probes, respectively, see Supplementary Table S1). The signal for tRNA^Ala^ is abrogated in the RqcH^DR^ variant. 

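The tRNA Ala probes were the only probes called different between RqcH DR and wild-type RqcH in vitro. With RqcH DR, Ala-IGC was at 0.42 ± 0.027 and Ala-A/C/UGC at 0.16 ± 0.26 (SD, n = 3). Ala-IGC did not pass against the median tRNA (adjusted p = 0.0724 from limma) but did under 4 of 16 alternatives: loess (0.72, adjusted p = 0.00633), the authors' table (adjusted p = 0.0372), floor values missing (0.0343) and only these arrays in the fit (0.00501). The log2 ratio of Ala-A/C/UGC fell by 4.80 (standard error 0.28, adjusted p = 8.42e-10 from limma) and that of Ala-IGC fell by 2.98 (standard error 0.29, adjusted p = 4.94e-07). For both, the arrays of the pulldowns did not overlap, which chance gives in 10% of cases for 3 arrays against 3. Scaled to the standards, Ala-IGC still fell by 2.41 but no longer passed (adjusted p = 0.0777). In arrays simulated for this comparison, 46% of differences of 1 on the log2 scale were called and 96.3% of differences of 3. Lys-UUU was at 1.46 ± 0.70 with RqcH DR (SD, n = 3, adjusted p = 0.0485), a call lost without any 1 of the 3 arrays, and differed from the wild-type protein by 0.44 (standard error 0.89, adjusted p = 0.878). Val-UAC differed by −1.02 (standard error 0.40, adjusted p = 0.266), and by −1.61 without wild-type replicate 2 (adjusted p = 0.00144), by 0.26 with the authors' table (adjusted p = 0.916) and by 0.12 with floor values missing (adjusted p = 0.916). Val-mAC differed by 0.20 (adjusted p = 0.878). The tRNA Ala list was lower by camera with either correlation (adjusted p = 2.14e-12 preset, 9.71e-06 estimated). With RqcH DR, 12 probes were above the median tRNA and 13 below it, and the highest were Phe-GAA at 1.97, Glu-UUC at 1.92, Asn-GUU at 1.86, His-GUG at 1.83 and Leu-UAA2 at 1.82. With loess, Asn-GUU fell to 0.63 and lost its call (adjusted p = 0.111). The paper states from these pulldowns that the tRNA Ala signal is lost in the variant.

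**Figure D1:**
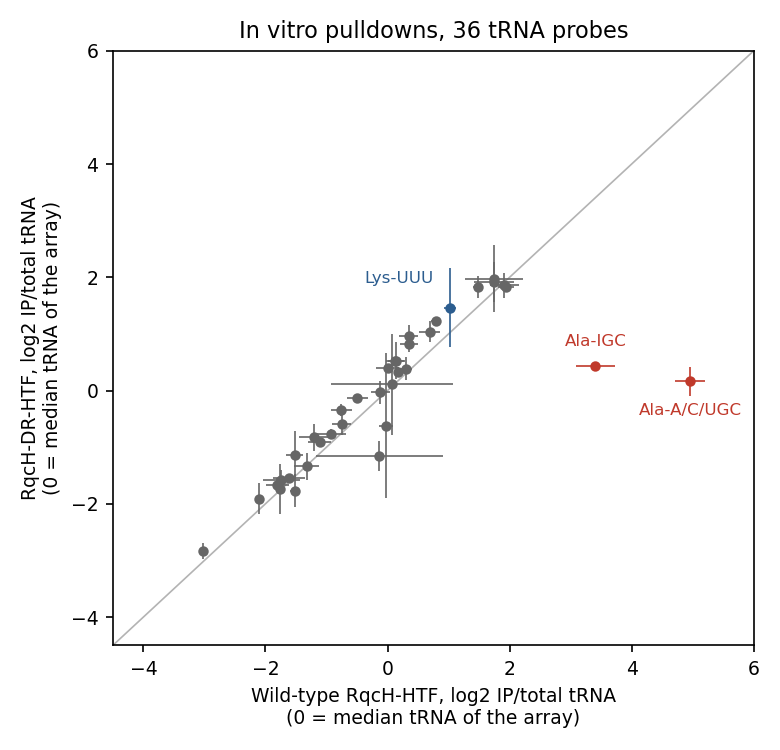
Mean log2 ratio of pulldown to total tRNA of the 36 probes with wild-type RqcH-HTF (horizontal axis) and RqcH DR-HTF (vertical axis), each relative to the median tRNA of the array, with bars for the SD of 3 arrays and a line at equal values. The tRNA Ala probes (red) lie at 3.41 and 4.96 on the horizontal axis and at 0.42 and 0.16 on the vertical one.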

Notably, in the case of RqcH^DR^, the tRNA^Lys^ signal on the Northern blot (and to a lesser extent that of tRNA^Val^) is stronger than that for the wild-type protein (Figure 2D). A possible explanation is that the RQC-cognate tRNA^Ala^ efficiently out-competes tRNA^Lys^ for binding to wild-type RqcH, but not to RqcH^DR^. Finally, we validated the *in vitro* tRNA specificity results *in vivo*. Both northern blotting (Figure 3A) and tRNA microarray (Figure 3B) analyses of *in vivo* FLAG_3_ pulldown RqcH:50S complexes demonstrate that, indeed, tRNA^Ala^ specificity is lost in RqcH^DR^. 

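The RqcH DR-FLAG_3_ arrays were 3 in number, from cultures of 3 L grown at 37°C to an OD_600_ of 0.8, with tRNA of the lysate as the total tRNA. They were processed as the in vitro arrays. By its label, the strain had *rqcH* disrupted and the tagged variant at *thrC* under the inducible Phy-spank promoter. In the pulldown channel, 35 to 36 of the 36 probes were above background, and in the total tRNA channel all 36 were. A probe had 24 spots on 2 arrays and 16 on 1. On the scale of the standards, the median tRNA lay at −5.83 ± 0.47 (SD, n = 3). A pulldown of wild-type RqcH-FLAG_3_ from cells with RqcP and uL11 is not analysed here.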

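In the RqcH DR-FLAG_3_ pulldown, the tRNA Ala probes did not stand above every other tRNA on any of the 3 arrays. Lys-UUU ranked first on 2 arrays and second on 1, and the mean of the tRNA Ala probes lay at −0.53 ± 0.26 (SD, n = 3) relative to the highest other probe. Both tRNA Ala probes remained above the median tRNA, with Ala-IGC at 1.87 ± 0.13 (SD, n = 3, adjusted p = 1.69e-06 from limma) and Ala-A/C/UGC at 2.37 ± 0.21 (SD, n = 3, adjusted p = 1.45e-07). Lys-UUU was at 2.65 ± 0.41 (SD, n = 3, adjusted p = 0.00168). In all, 11 probes were above the median tRNA and 8 below it. Met-CAU2 was at 2.40 ± 0.36 (SD, n = 3, adjusted p = 4.33e-05), followed by Ile-IAU at 1.43, Arg-C/UCG at 1.18, Arg-ICG at 1.08 and Thr-A/GGU at 0.94. Without replicate 1, Thr-A/GGU was at 0.73 and no longer passed (adjusted p = 0.0663). Scaled to the standards, Arg-C/UCG, Arg-ICG and Thr-A/GGU lost their calls (adjusted p = 0.143, 0.18 and 0.32), and Thr-A/GGU also with scan day as a block (adjusted p = 0.0899). Val-UAC at 0.32 ± 0.30 and Val-mAC at −0.40 ± 0.14 (SD, n = 3) did not pass (adjusted p = 0.343 and 0.191 from limma), but Val-mAC did under 3 of 16 alternatives. The tRNA Ala list did not pass camera (adjusted p = 0.0775 preset, 0.415 estimated). From the pulldowns in vitro and in vivo, the paper concludes that RqcH does not need recruitment to the 50S subunit to select its tRNA.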

Note that tRNA^Ala^ signal is clearly resolved from other RNA species on SYBR Gold gels, and the corresponding band is lacking in the RqcH^DR^ sample (Figure 3A and Supplementary Figure S5). Collectively, our results demonstrate that RqcH recruitment to the 50S subunit is not necessary for the tRNA selection by RqcH.

**Figure 3.**
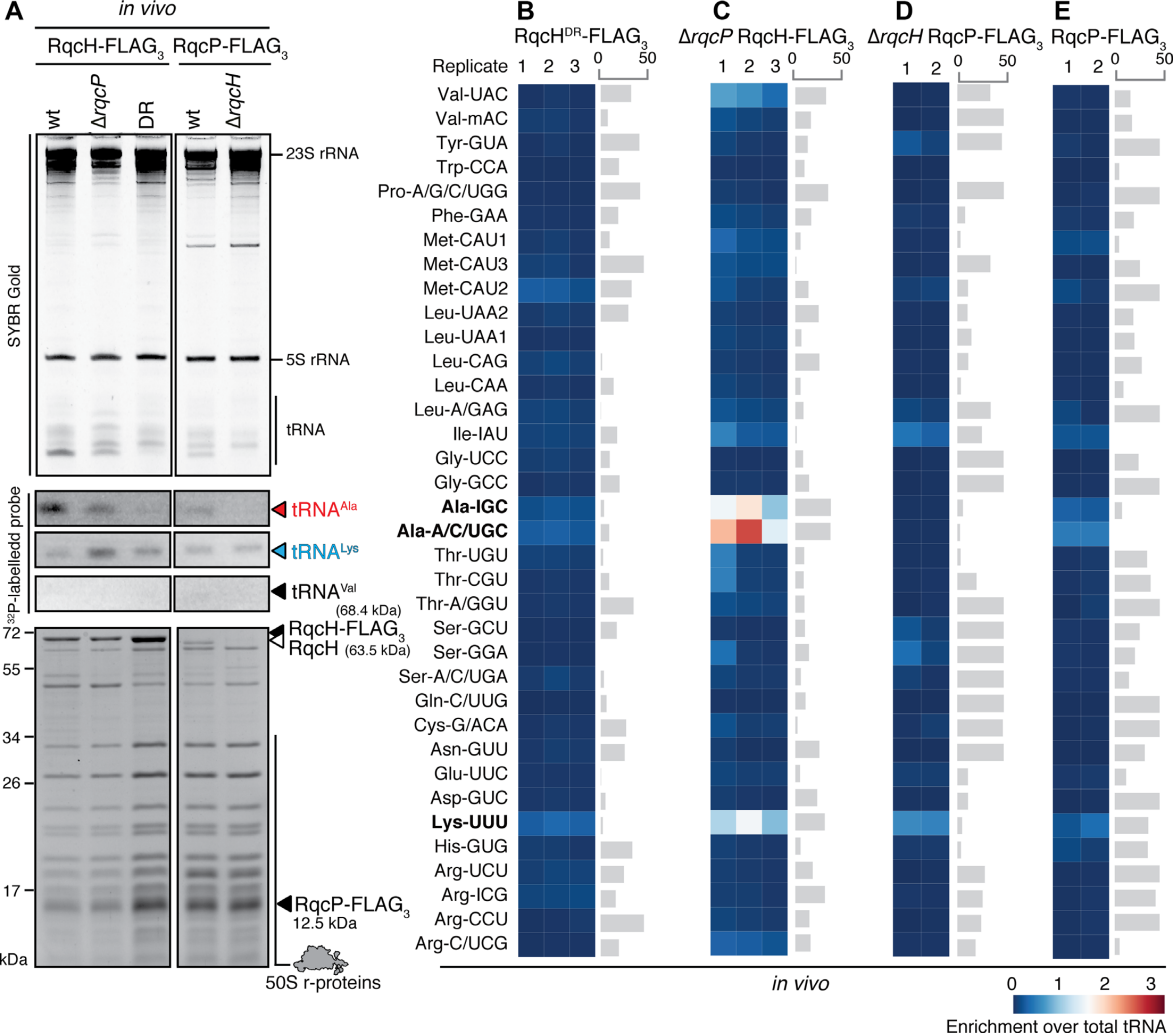
While RqcP itself does not have a specific preference for tRNA^Ala^, loss of RqcP moderately compromises tRNA^Ala^ selection by RqcH *in vivo*. (**A**) SYBR Gold staining (top), Northern blotting (middle) and SDS PAGE (bottom) analyses of 50S RQC complexes isolated through co-IP of either RqcH-FLAG_3_ or RqcP-FLAG_3_ from lysed *B. subtilis*. (B–E) tRNA microarray analyses of 50S RQC complexes isolated through co-IP of either RqcH-FLAG_3_ (**B** and **C**, three independent biological replicates) or RqcP-FLAG_3_ (**D** and **E**, two independent biological replicates) from lysed *B. subtilis*. Grey bars represent an example of covariance analysis between either replicates 1 and 3 (B), 2 and 3 (C), or 1 and 2 (D,E). The Ala-IGC tRNA array probe hybridizes with tRNA^Ala(GGC)^, Ala-A/C/UGC probe hybridizes with tRNA^Ala(UGC)^ and Lys-UUU hybridizes with tRNA^Lys(UUU)^; the full reference table is provided as Supplementary Table S1. The colour key indicates the fold-enrichment of tRNAs in pulldown samples over total tRNA.

We also probed the role of the second RQC elongation factor, RqcP, in tRNA selection using northern blotting, SYBR Gold staining (Figure 3A and Supplementary Figure S5) and tRNA microarrays (Figure 3C–E). 

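The arrays of this part are 3 of RqcH-FLAG_3_ from Δ*rqcP* cells and 2 each of RqcP-FLAG_3_ from *rqcH*+ and Δ*rqcH* cells, with lysate tRNA as the total. The strain labels of the *rqcH*+ arrays add a disruption of *rplK* that neither their titles nor the paper give. These arrays were assigned by their titles. On the Δ*rqcP* arrays, 34 to 36 of 36 probes were above background in the pulldown channel and all 36 in the total channel. Empty spots of these 3 arrays had a pulldown signal of 67, 72.5 and 66.5 after background subtraction. The median probe signal there was 329, 220.2 and 199.2. On all other arrays, empty spots were at 1 to 9. This signal was not subtracted. Its effect on the ratios of dim probes was not tested, nor that on the median tRNA, on which all values of these arrays are centred. The RqcP-FLAG_3_ arrays were unequal. On replicate 1 of both strains, all 36 probes were above background in both channels. On replicate 2, 17 were in the pulldown channel and 21 in the total channel of the *rqcH*+ strain, and 12 and 10 in those of the Δ*rqcH* strain. The median total tRNA signal of replicate 1 was 91.7 times that of replicate 2 in the *rqcH*+ strain and 69.6 times in the Δ*rqcH* strain, at a photomultiplier gain of 400 against 500. Signals below background were raised to the lowest signal above it, so many ratios of replicate 2 are floors and not measurements. The median tRNA on which replicate 2 was centred was such a ratio too, at an uncentred log2 ratio of 1.328 in the *rqcH*+ strain and 1.955 in the Δ*rqcH* strain. On the scale of the standards, the median tRNA lay at −5.27 ± 0.55 (SD, n = 3) in the Δ*rqcP* pulldown, and at −2.81 ± 1.37 and −2.06 ± 2.77 (SD, n = 2) in the *rqcH*+ and Δ*rqcH* pulldowns.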

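In the RqcH-FLAG_3_ pulldown from Δ*rqcP* cells, the tRNA Ala probes ranked first and second on each of the 3 arrays, with Lys-UUU next. Ala-A/C/UGC was at a log2 ratio of 4.69 ± 0.55 (SD, n = 3, adjusted p = 6.88e-12 from limma) over the median tRNA, Ala-IGC at 4.29 ± 0.52 (SD, n = 3, adjusted p = 1.8e-11) and Lys-UUU at 4.03 ± 0.67 (SD, n = 3, adjusted p = 4.54e-05). The mean of the tRNA Ala probes exceeded Lys-UUU by 0.46 ± 0.23 (SD, n = 3), a margin of 1.38-fold. With loess normalization within arrays, Lys-UUU exceeded the mean of the tRNA Ala probes by 1.35, Ala-A/C/UGC turned to −0.37 and Ala-IGC fell to 1.01 (adjusted p = 0.000989). The loess curve is fitted to the spots of these same probes and can take away true enrichment, so this fall does not show an artefact. Val-UAC followed at 2.85 ± 0.34 (SD, n = 3, adjusted p = 3.27e-07 from limma), while Val-mAC at 0.56 ± 0.091 (SD, n = 3) did not pass (adjusted p = 0.0546 from limma) but did under 5 of 16 alternatives. In all, 12 probes were above the median tRNA and 12 below it. Ile-IAU was at 2.23, Arg-C/UCG at 1.77, Met-CAU3 at 1.60, Met-CAU1 at 1.54 and Leu-CAA at 1.18, with Arg-C/UCG and Met-CAU3 above background in the pulldown on 2 of the 3 arrays. Ile-IAU kept its call under 16 of 16 alternatives. With loess, the other 4 lost theirs, at 0.26, −0.084, 0.20 and 0.045 in this order (adjusted p = 0.237, 0.78, 0.368 and 0.86), and scaled to the standards the last 3 did (adjusted p = 0.0706, 0.0535 and 0.103). The tRNA Ala list was higher by camera with the preset correlation (adjusted p = 0.0288) and not with the estimated one (adjusted p = 0.243). A difference from cells with RqcP was not computed.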

Compared to the *rqcP*+ sample, in the RqcH-FLAG_3_:50S pulldown from Δ*rqcP B. subtilis*, there is a moderate, but detectable decrease in abundance of both tRNA^Ala^ isoacceptors, as well as an increase of the tRNA^Lys^ signal (Figure 3C). This could be either a direct effect of intrinsic specificity of RqcP towards tRNA^Lys^, or an indirect effect of the compromised RQC elongation through RqcP depletion leading to accumulation of ‘initiation’ RQC complexes containing tRNA^Lys^. Therefore, we next probed the intrinsic tRNA selectivity of RqcP by analysing RqcP-FLAG_3_ pulldowns from both the RQC-incompetent Δ*rqcH* strain (Figure 3D) and RQC-competent *rqcH*+ strain (Figure 3E). While we see no tRNA specificity in the Δ*rqcH* pulldown samples, there is a weak signal for selection of tRNA^Lys^ of a similar magnitude and preference tRNA^Ala^ in *rqcH*+ pulldowns. This strictly-RqcH-dependent specificity signal in the *in vivo* RqcP-FLAG_3_ pulldowns can be explained by the tRNA specificity of RqcH present in RqcP-FLAG_3_-RqcH-50S (but not RqcP-FLAG_3_-RqcH-50S) RQC complexes. 

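Both tRNA Ala probes were enriched in the RqcP-FLAG_3_ pulldown from *rqcH*+ cells and neither in that from Δ*rqcH* cells. In *rqcH*+ cells, Ala-A/C/UGC was at a log2 ratio of 3.78 ± 0.091 and Ala-IGC at 2.87 ± 0.69 over the median tRNA (SD, n = 2). In Δ*rqcH* cells they were at −0.70 ± 0.20 and −0.093 ± 0.031 (SD, n = 2). The *rqcH*+ pulldown was higher by 4.48 for Ala-A/C/UGC (standard error 0.35, adjusted p = 4.28e-08 from limma) and by 2.96 for Ala-IGC (standard error 0.36, adjusted p = 7.91e-06). Both probes were above background on all 4 arrays. On replicate 2 of both strains the median tRNA was itself a floor over a floor, so the values of both probes there depend on the floor. Over the alternatives, the adjusted p of Ala-IGC ranged from 1.31e-07 to 0.167, and it did not pass with these 4 arrays alone (adjusted p = 0.0917). The tRNA Ala list was higher by camera with either correlation (adjusted p = 0.00014 preset, 0.0174 estimated).

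Lys-UUU was above background on replicate 1 only, where it was at 2.60 in *rqcH*+ cells and at 4.74 in Δ*rqcH* cells, the highest probe of that array. With the floor of replicate 2, its means were 1.30 ± 1.84 and 2.37 ± 3.35 (SD, n = 2) and differed by −1.07 (standard error 1.09, adjusted p = 0.625 from limma). The sign depends on the array left out: without Δ*rqcH* replicate 1 they differed by 1.30 (adjusted p = 0.404) and without *rqcH*+ replicate 2 by 0.23 (adjusted p = 0.946). Without *rqcH*+ replicate 1 they differed by −2.37 (adjusted p = 0.225). Without Δ*rqcH* replicate 2 they differed by −3.44 (adjusted p = 0.00338), and the number of probes called went from 6 to 18. Of the 36 probes, 3 were called higher and 3 lower in *rqcH*+ cells. Besides tRNA Ala, Met-CAU1 was higher by 1.55 (adjusted p = 0.00139). Ser-GCU, Cys-G/ACA and Ser-A/C/UGA differed by −2.49, −1.96 and −1.91 (adjusted p = 0.023, 6.11e-05 and 0.0045). Without *rqcH*+ replicate 2, Ser-GCU and Ser-A/C/UGA differed by −2.17 and −1.57 and no longer passed, nor did Ser-GCU at −1.24 without Δ*rqcH* replicate 1. Over the alternatives, Met-CAU1 and Cys-G/ACA kept their calls under 15 of 17 and 15 of 17, and Ser-GCU and Ser-A/C/UGA under 14 of 17 and 14 of 17. With only these arrays in the fit, none of these probes passed, and Ala-A/C/UGC was the only probe called. On replicate 2, Met-CAU1 was not above background in the total channel of either strain or the pulldown channel of Δ*rqcH* cells. Nor was Cys-G/ACA in the *rqcH*+ pulldown and Δ*rqcH* total channels, Ser-GCU in the Δ*rqcH* total channel or Ser-A/C/UGA in the *rqcH*+ pulldown channel. Val-UAC and Val-mAC did not pass (adjusted p = 0.668 and 0.625). Over 17 alternatives each, Val-UAC passed under 1, the authors' table (0.85, adjusted p = 0.0361), and Val-mAC under 2, without Δ*rqcH* replicate 2 (1.44, adjusted p = 0.000528) and with floor values missing (1.14, adjusted p = 0.00234). Within *rqcH*+ cells, 7 probes were above the median tRNA and 6 below it, with Ile-IAU at 2.77 ± 0.15 (SD, n = 2) next to tRNA Ala, its total tRNA at the floor on replicate 2. In Δ*rqcH* cells Ile-IAU was at 2.75 ± 2.12 (SD, n = 2), also with total tRNA at the floor on replicate 2, and the difference was 0.024 (standard error 0.58, adjusted p = 0.981). From the tRNA Ala signal in *rqcH*+ cells, the paper proposes that it reflects the RqcH present in the same 50S complexes as RqcP.

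**Figure D2:**
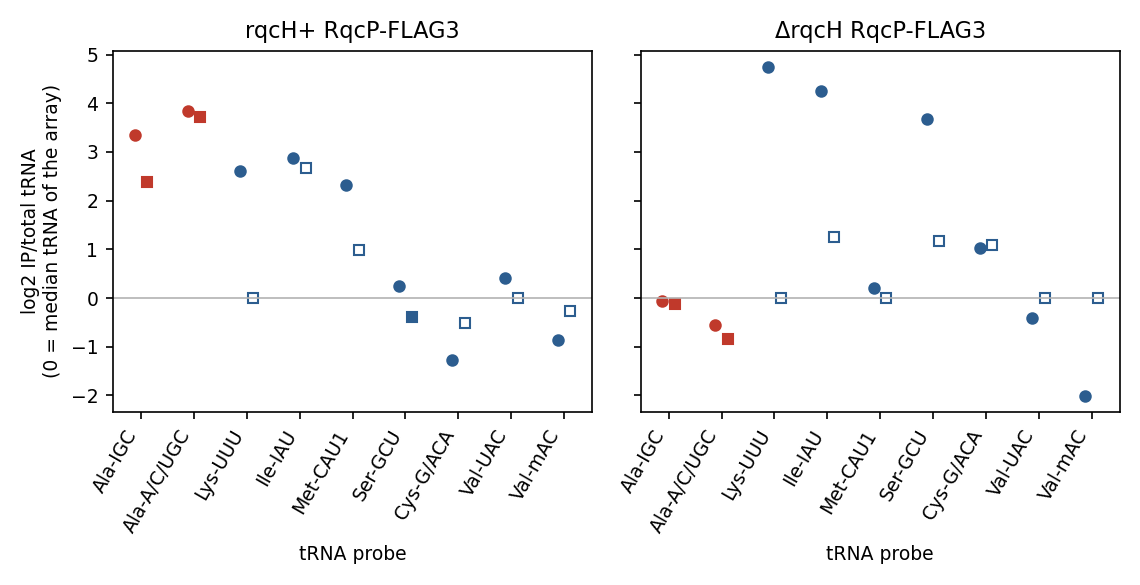
Log2 ratio of pulldown to total tRNA, relative to the median tRNA of the array, for 9 probes in the RqcP-FLAG_3_ pulldowns from *rqcH*+ cells (left) and Δ*rqcH* cells (right), with circles for replicate 1, squares for replicate 2 and open symbols for a probe not above background in at least 1 channel. The tRNA Ala probes (red) lie between 2.38 and 3.85 on the left and between −0.84 and −0.071 on the right.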

Our RqcP pulldown results also suggest that the decrease in tRNA^Ala^ abundance observed in the RqcH-FLAG_3_:50S pulldown from the Δ*rqcP* strain is an indirect effect of compromised RQC elongation, with the increase of the tRNA^Lys^ signal possibly reflecting the nature of the tRNA in the initial stalled 70S complexes.

### Cryo-EM structures of an *in vivo* formed RqcH^DR^-50S complex

To gain the structural insight into the specific role of D97/R98 residues in tRNA^Ala^ recognition by RqcH, we determined the structure of a RqcH^DR^-50S RQC complex by cryo-EM. Following an established affinity purification procedure (42), we generated 50S RQC complexes from *B. subtilis* expressing C-terminally FLAG_3_-tagged RqcH^DR^ (D97A/R98A double substitution in NFACT-N domain) (Supplementary Figure S2). As observed previously, RqcH apparently dissociated from many particles during sample preparation, but with focussed classification we nonetheless obtained a volume with RqcH stably bound (Supplementary Figure S2, Table S3). The main state observed is broadly similar to the previously defined state B, consisting of a 50S subunit with peptidyl-tRNA in approximately the P-site, nascent chain, RqcP, and RqcH (Figure 4A). Although the overall resolution of this complex was 3.2 Å, this mostly reflected the core of the 50S subunit, as RqcH and other bound factors were less well resolved (Supplementary Figure S6). Compared to the previously observed state B (42), the RqcH^DR^ NFACT-N and HhH domains are swung away from the tRNA anticodon in the RqcH^DR^-bound structure (Figure 4B). These domains are also especially poorly resolved, indicating flexibility (Figure 4A, Supplementary Figures S6 and S7). Such flexibility is likely due to the _97_DR_98_ motif interacting with the tRNA anticodon stem in the RqcH wild-type state B structure, possibly stabilizing the major conformation (Figure 4C). Nonetheless, we were able to fit the individual domains of RqcH^DR^ into the map to create a model with sufficient confidence to examine domain-level movements. The RqcH^DR^ complex is very similar to state B* that was also observed in the wild-type RqcH reconstructions (42) (Supplementary Figure S7). The P-tRNA in the RqcH^DR^ complex had a poorly resolved anticodon (Figure 4D). Previously, wild-type RqcH has been shown to make close contact with the P-tRNA, unwinding the anticodon stem and forming interactions with the splayed anticodon (42,44). In comparison, the RqcH^DR^-bound tRNA anticodon stem was not as distorted (Figure 4E). However, compared to a canonical P-tRNA or free crystallised tRNA (62), the RqcH^DR^-bound P-tRNA was still somewhat distorted, perhaps as a result of other regions of RqcH, such as a N-terminus of the coiled-coil domain, that contact the tRNA (Figure 4F, G) (42,44). Collectively, the structure suggests that the mutation of _97_DR_98_ motif to _97_AA_98_ destabilizes the interaction of the NFACT-N domain of RqcH^DR^ with the anticodon stem loop of the P-tRNA, thereby supporting the hypothesis that this interaction is critical for the specificity of RqcH for tRNA^Ala^. In the available structures so far, RqcH _97_DR_98_ has been observed either to interact with G35 at the central position of the tRNA anticodon, which is common to several *B. subtilis* tRNAs, or not interact with the tRNA at all. It is therefore unlikely that these conformations alone can account for the tRNA specificity of RqcH. RqcH and tRNA^Ala^ may form a complex with an alternative conformation when not bound in complex with the 50S subunit.

**Figure 4.**
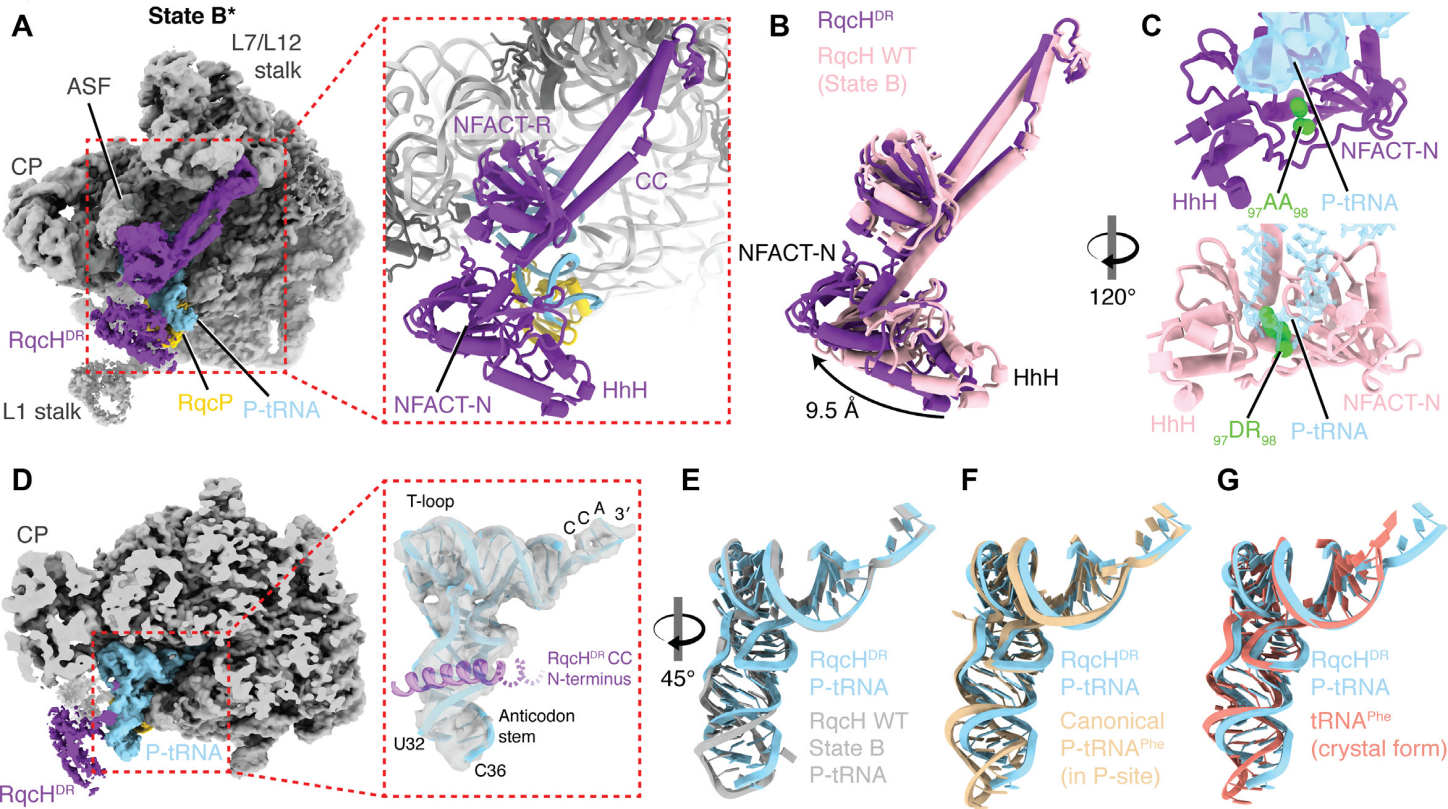
Cryo-EM structures of an *in vivo*-formed RqcH^DR^-50S complex. (**A**) View of RqcH^DR^-FLAG_3_ bound to 50S with P-tRNA and RqcP. The state broadly resembles state B described in (42). (**B**) Comparison of RqcH^DR^ (purple) with wild-type RqcH (pink) state B. (**C**) Close views, rotated compared to C, showing the position of the mutated _97_DR_98_ residues. Transparent density (top panel) or model (bottom panel) is shown for the P-tRNA anticodon stem. (**D**) View of the P-tRNA on the RqcH^DR^-bound 50S. The anticodon stem is poorly resolved, likely due to flexibility. Part of the RqcH CC N-terminus is shown. (**E**) Comparison of the P-tRNA in the RqcH^DR^ volume (light blue) with the P-tRNA in the RqcH WT-bound volume (state B, grey) (42). (**F**) As in E, except the RqcH^DR^-FLAG_3_ P-tRNA is compared to a canonical P-tRNA bound in the P-site of the ribosome (tan, PDB 6CFJ) (74). (**G**) As in E and F, except the RqcH^DR^-FLAG_3_ P-tRNA is compared to crystallised yeast tRNA^Phe^ (reddish, PDB 1EHZ) (62).

### Ribosomal protein uL11 is important for RQC functionality

In the cryo-EM structure of the RqcH-50S RQC complex, we observed strong interaction between the M domain of RqcH and the uL11 stalk base (Figure 5A), as observed previously for the wild-type RqcH 50S complexes (42,44). This interaction appeared to be critical for RqcH function since treatment with the antibiotic thiostrepton that interacts with uL11 (63), and has an overlapping binding site with RqcH M domain (inset to Figure 5A), destabilised interaction of RqcH with the 50S RQC complex (42). To directly investigate the importance of uL11 for RQC function, we constructed a *B. subtilis* strain in which uL11 is expressed under the control of an IPTG-inducible P*_hy__−__spank_* promoter (64), while the genomic copy of *rplK* encoding uL11 is disrupted (Δ*rplK*). This allowed conditional depletion of uL11 in bacteria that are grown in the absence of an inducer. uL11 depletion results in a pronounced growth defect as seen in Figure 5B. When we combined the depletion of uL11 with *rqcH* disruption, we did not observe a further synthetic growth defect. This lack of genetic interaction is consistent with RQC functionality being already lost in the uL11-depleted strain. By contrast, simultaneous loss in functionality of both RQC and trans-translation ribosome rescue systems renders *B. subtilis* sensitive to elevated temperature and antibiotics targeting protein synthesis, such as tetracycline (41,42,44). This synergetic growth defect is commonly used for probing RQC functionality in an Δ*ssrA* background (41,42,44). Indeed, we observed a strong genetic interaction of *rplK* with *ssrA*: uL11 depletion in Δ*ssrA* Δ*rplK* genetic background results in the synthetic lethality of the strain (Figure 5B). This is likely due to the proteotoxic stress due to a defunct RQC and trans-translation, combined with the general translation defect due to loss of uL11.

**Figure 5.**
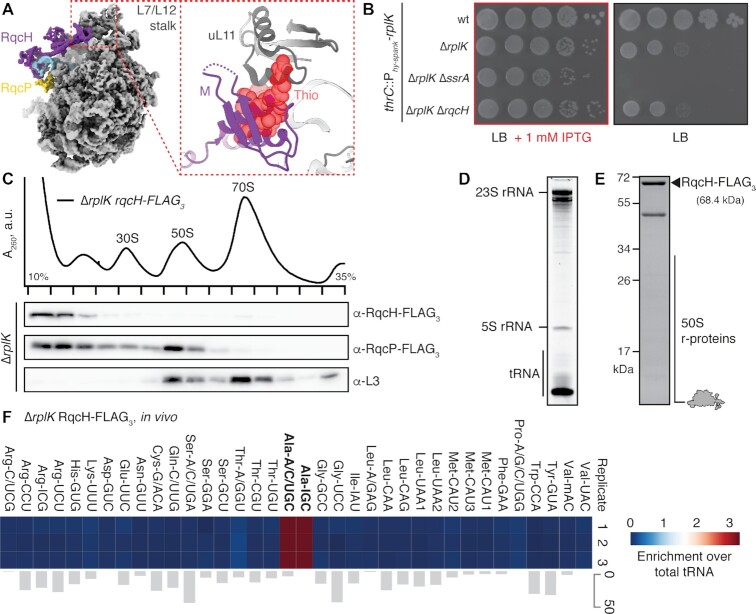
Ribosomal protein uL11 is important for RqcH recruitment to 50S and for RQC functionality. (**A**) Overview of wild-type RqcH (state B, PDB 7AS8, EMD-11889) bound to the 50S-P-tRNA complex with focus on the L7/L12 stalk base. Right, close view of the RqcH M hairpin interacting with uL11. Antibiotic thiostrepton (Thio, in red) is modeled based on PDB 3CF5 (63). (**B**) *B. subtilis* strains expressing ribosomal uL11 (*rplK*) under the control of IPTG-inducible P*_hy__−__spank_* promoter in wild-type, Δ*rplK*, Δ*rplK* Δ*ssrA* and Δ*rplK* Δ*rqcH* backgrounds were grown in either uL11-inducing (LB supplemented with 1 mM IPTG, left) or non-inducing (LB, right) conditions. Plates were scored after 18 hours at 37°C. (**C**) Sucrose gradient sedimentation and anti-FLAG_3_ immunoblotting of either RqcH-FLAG_3_ or RqcP-FLAG_3_ expressed in Δ*rplK* background. (D–F) SYBR Gold staining (**D**), SDS PAGE (**E**) and tRNA microarray analyses (**F**) of 50S RQC complexes isolated through co-IP of RqcH-FLAG_3_ from lysed Δ*rplK B. subtilis*. Three independent biological replicates of tRNA microarray analyses are shown. Grey bars represent an example of covariance analysis between replicates 1 and 3. The Ala-IGC tRNA array probe hybridizes with tRNA^Ala(GGC)^, Ala-A/C/UGC probe hybridizes with tRNA^Ala(UGC)^ and Lys-UUU hybridizes with tRNA^Lys(UUU)^; the full reference table is provided as Supplementary Table S1. The colour key indicates the fold-enrichment of tRNAs in pulldown samples over the total tRNA.

Next, we assessed the effect of uL11 on the recruitment of RQC factors to the 50S RQC complex using sucrose gradient centrifugation and Western blotting against the FLAG-tagged RqcH or RqcP factors (Figure 5C). While RqcP remains associated with ΔuL11 50S, RqcH is lost from the 50S fractions in the Δ*rplK* strain (Figure 5C), strongly suggesting that uL11 plays a key role in RqcH recruitment to 50S, and, therefore, RQC function. In good agreement with decreased affinity of RqcH to 50S lacking uL11, characterization of RqcH-FLAG_3_ pulldown samples revealed relatively low abundance of both rRNA and r-proteins in comparison to pulldowns from wild-type strain (Figure 5D, E, a side-by-side comparison is shown on Supplementary Figure S5). By contrast, the strong band consistent with tRNA remained (Figure 5D), in agreement with RqcH being able to specifically recruit tRNA^Ala^ in the absence of the 50S subunit. tRNA microarray analysis of the RqcH-FLAG_3_ pulldown samples from *B. subtilis* Δ*rplK* revealed that indeed RqcH specifically interacts with both tRNA^Ala^ isoacceptors (Figure 5F), as seen previously for tRNA microarray analysis of RqcH 50S complexes (42).

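The RqcH-FLAG_3_ arrays from Δ*rplK* cells, which lack uL11, were 3 in number, with lysate tRNA as the total, processed as the other pulldowns. In the pulldown channel 31 to 35 of the 36 probes were above background, and in the total channel all 36 were. On the scale of the standards, the median tRNA lay at −5.62 ± 0.32 (SD, n = 3).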

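In this pulldown, the tRNA Ala probes stood apart from all other tRNAs on every array, and their mean over the median tRNA was the highest of the 7 pulldowns analysed. Scaled to the standards, Ala-IGC and Ala-A/C/UGC exceeded wild-type RqcH in vitro, whose total tRNA was purified tRNA, by 1.25 and 0.51. Neither difference was called (adjusted p = 0.255 and 0.671 from limma). Cells with both RqcP and uL11 are not analysed here for RqcH-FLAG_3_, so an effect of losing uL11 was not computed. Ala-A/C/UGC was at a log2 ratio of 7.21 ± 0.45 (SD, n = 3, adjusted p = 9.97e-15 from limma), which is 148.2-fold over the median tRNA. Ala-IGC was at 6.39 ± 0.34 (SD, n = 3, adjusted p = 4.35e-14 from limma), which is 83.8-fold. Their mean exceeded the highest other probe by 4.47 ± 0.70 (SD, n = 3), a margin of 22.1-fold. That probe was Thr-A/GGU on replicates 2 and 3, with margins of 4.92 and 4.82. On replicate 1 it was Lys-UUU with the pulldown at the floor, so the margin of 3.65 there depends on the floor. Of the 36 probes, 7 were above the median tRNA and 3 below it. Lys-UUU, above background in the pulldown on 1 of the 3 arrays, was at 1.99 ± 0.68 (SD, n = 3, adjusted p = 0.0224 from limma), a value that depends on the floor used for the other 2. It no longer passed without replicate 1, at 1.62, or without replicate 2, at 2.05. Thr-A/GGU was at 1.91, Pro-A/G/C/UGG at 1.15, Ser-GGA at 1.05 and Met-CAU1 at 0.76. Of these, Ser-GGA did not pass without replicate 1, at 0.71, nor Pro-A/G/C/UGG without replicate 2, at 0.94, and Ser-GGA turned to −0.066 with loess. Over the alternatives, the calls held for Lys-UUU under 11 of 16, Thr-A/GGU under 16 of 16, Pro-A/G/C/UGG under 13 of 16, Ser-GGA under 11 of 16 and Met-CAU1 under 14 of 16. Val-UAC at 0.65 ± 0.44 and Val-mAC at −0.41 ± 0.17 (SD, n = 3) did not pass (adjusted p = 0.102 and 0.24 from limma), but did under 3 of 16 and 1 of 16 alternatives. The tRNA Ala list was higher by camera with either correlation (adjusted p = 6.37e-05 preset, 0.0121 estimated). The paper states from this pulldown that RqcH interacts specifically with both isoacceptors.

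**Figure D3:**
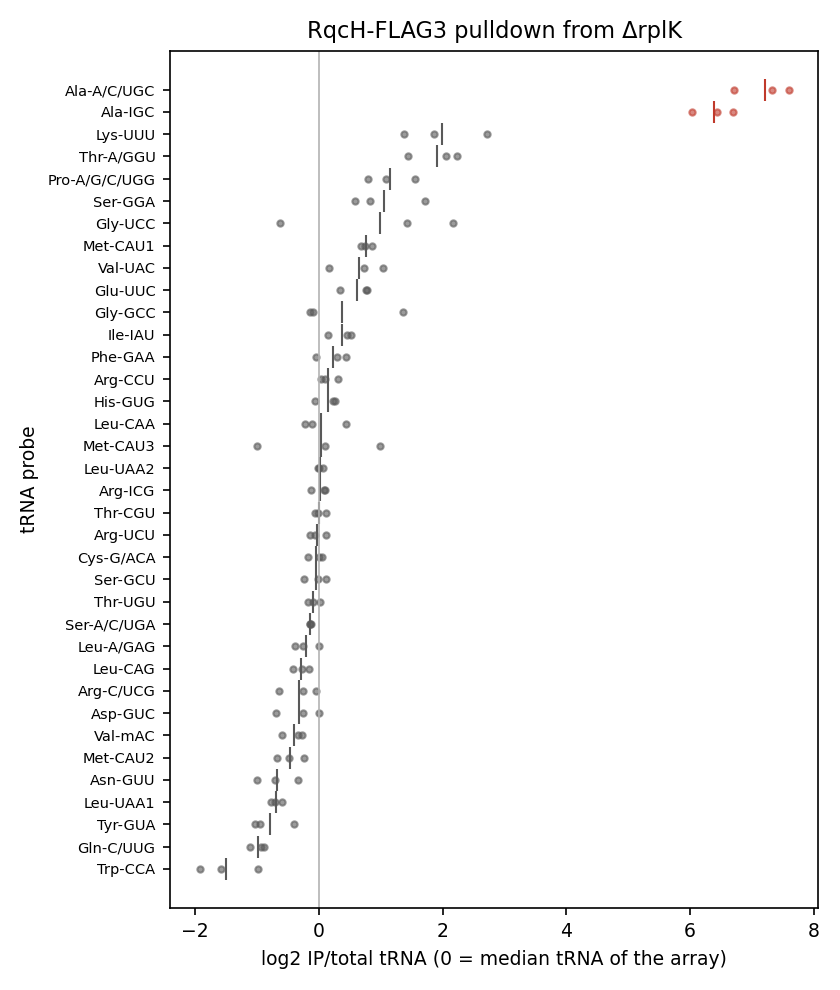
Log2 ratio of pulldown to total tRNA, relative to the median tRNA of the array, for the 36 probes in the RqcH-FLAG_3_ pulldown from Δ*rplK* cells, with dots for the 3 arrays and bars for their mean. The means of the tRNA Ala probes (red) are 6.39 and 7.21.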

### Polypeptide release dissociates RqcP from RqcP-RqcH-50S RQC complexes

Our finding that uL11 is critical for RqcH, but not RqcP, interaction with the 50S subunit (Figure 5C) suggested that binding of RqcP to the 50S subunit is independent of RqcH. This is consistent with cryo-EM analysis where P-tRNA-50S complexes containing RqcP but lacking RqcH are observed (Supplementary Figure S2) (42). To pursue this further, we employed sucrose density gradient centrifugation and Western blotting to monitor the association of both RqcH and RqcP in the presence of the antibiotics thiostrepton and puromycin (Figure 6A,B). As before (42), we observed that thiostrepton abolished the interaction of RqcH with the 50S subunit (Figure 6A), whereas here we show that RqcP remains unaffected (Figure 6B). By contrast, the addition of puromycin, which mediates release of the polypeptide chain from the P-tRNA (65), led to a modest reduction in RqcH binding (Figure 6A), as observed previously (42), but more strikingly, resulted in a dramatic reduction of the RqcP band within the 50S fraction (Figure 6B). Since release of the nascent polypeptide chain by puromycin is likely to have a destabilizing effect on the binding of P-tRNA to the 50S subunit, these findings suggest that binding of RqcP, and to a lesser extent RqcH, is stabilized by the presence of the peptidyl-tRNA in the P-site.

**Figure 6.**
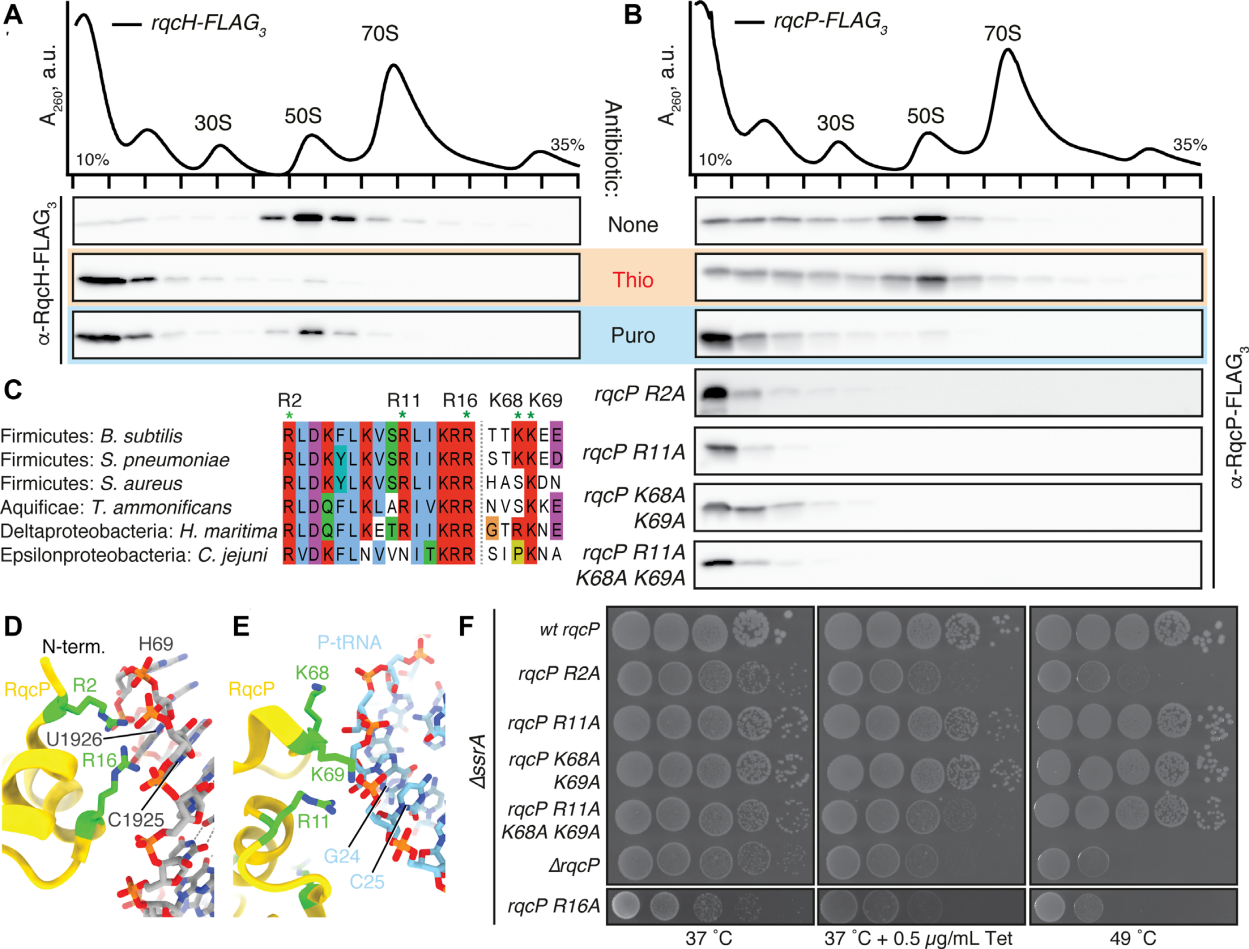
Interaction of RqcP with 23S rRNA H69, but not with P-site tRNA^Ala^, is essential for RQC functionality. (A, B) Sucrose gradient sedimentation and anti-FLAG_3_ immunoblotting analysis of *B. subtilis* strains expressing either wild-type RqcH-FLAG_3_ (**A**) or RqcP-FLAG_3_, wild-type and substituted variants (**B**). As indicated on the figure, the antibiotics were added after cell lysis: thiostrepton (Thio, 50 μM) and puromycin (Puro, 1 mM). (**C**) Sequence alignment of RqcP/Hsp15 homologs from diverse bacteria. (D, E) View of RqcP from state B interacting with (**D**) 23S rRNA H69 or (**E**) the P-tRNA (PDB 7AS8). Residues selected for mutation are coloured green. 23S rRNA nucleotides are numbered according to *E. coli* numbering. (**F**) Synthetic growth defects caused by amino acid substitutions in *rqcP*, or *rqcP* deletion in a Δ*ssrA* background. 10-fold serial dilutions were spotted onto LB agar plates and incubated for 18 hours at 37°C (left), 49°C (right) or 37°C in the presence 0.5 μg/ml tetracycline (Tet, middle).

### Stable interaction of RqcP with 23S rRNA H69, but not with P-site tRNA^Ala^ is essential for RQC functionality

In the 50S RQC complex, RqcP forms a network of contacts with P-site tRNA, but also the 23S rRNA helix 69 (H69) (42,44). Interactions with H69 are mediated by conserved Arg2 and Arg16 of RqcP, whereas contacts with P-tRNA are formed by Arg11, Lys68 and Lys69 (Figure 6C–E). To date, only Arg16 of RqcP was assessed experimentally for its functional role, and the residue was shown to be crucial because Arg16Ala substitution abolished RqcP association with the 50S subunit and, when introduced in the Δ*ssrA* background, *rqcP R16A* phenocopies Δ*ssrA* Δ*rqcP* double deletion (42).

We first probed the importance of Arg2, Arg11, Lys68 and Lys69 in RqcP association with the 50S through sucrose gradient sedimentation experiments. As seen in Figure 6B, the association with 50S was compromised for all of the tested RqcP variants, suggesting that the contacts of RqcP with both H69 and the P-site tRNA are both important for establishing a stable interaction with the large subunit. Next, we assessed the functional importance of Arg2, Arg11, Lys68 and Lys69 *in vivo* by following the growth of Δ*ssrA B. subtilis* strains expressing substituted RqcP variants. The cells were grown either in normal conditions (37°C), at elevated temperature (49°C), or in the presence of low concentrations of tetracycline (Figure 6F). Similar to R16A (42), the R2A substitution phenocopies the loss of RqcP (Δ*rqcP*), thereby re-emphasizing the importance of the interaction of RqcP with H69 of the 23S rRNA for RQC functionality. By contrast, there appears to be redundancy in the interactions between RqcP and the P-site tRNA: Δ*ssrA B. subtilis* strains expressing single R11A-substituted and the double K68A/K69A-substituted RqcP variants display wild-type-like phenotypes, only with the triple R11A/K68A/K69A substitution resulting in a growth defect (Figure 6F). The apparent discrepancy between the loss of interaction of the R11A and K68A/K69A variants with the 50S subunit (Figure 6B) and the lack of effect in the growth assays (Figure 6F) is likely due to the non-equilibrium nature of sucrose gradient sedimentation experiments, i.e. the lack of association does not indicate an absence of the interaction in the cell, but rather means that the complex is not retained during the 3-hour-long centrifugation.

### RqcP is a processivity factor essential for poly-alanine synthesis during RQC elongation

Previous studies have shown using *in vivo* approaches that RqcP phenocopies RqcH in the Δ*ssrA* background (42,44) and that deletion of *rqcP* leads to a loss of poly-alanine tailing of a non-stop reporter construct (44), collectively indicating that RqcP has a critical role in bacterial RQC. However, it still remains unclear whether RqcH and RqcP are necessary and sufficient to mediate polyalanine tailing of 50S–peptidyl-tRNA complexes. To investigate this, we undertook to establish an *in vitro* polyalanine tailing system using only purified RQC factors, as has been previously performed for canonical translation (66,67). To initiate RQC, we loaded 50S subunits with radioactively labeled formylated initiator tRNA, ^35^S-fMet-tRNA_i_^Met^, which has preferential affinity to the ribosomal P-site (68). We hypothesized that the fMet–tRNA–50S complex would mimic the peptidyl-tRNA 50S complexes that arise during RQC and thereby act as a substrate for RqcH and RqcP (Figure 7A). In parallel, we assembled a separate reaction containing Ala-tRNA^Ala^ from *B. subtilis* total tRNA that had been incubated with *B. subtilis* alanyl-tRNA synthetase (AlaRS), ATP and l-alanine at 30°C. Since the Mg^2+^ concentration is a major determinant of tRNA affinity to the ribosome (69,70), we increased the concentration to 7.5 mM in our HEPES:Polymix-based buffer system (47) to find the optimal balance between tRNA affinity (for efficient Ala-tRNA^Ala^ recruitment to 50S RQC complex) and dynamics (for efficient RQC elongation), and adjusted the pH to 7.0 in order to stabilise aminoacyl-tRNA. After preincubation the two mixtures were combined, the resultant reaction was further incubated for 30 minutes at 30°C, tRNA species were resolved in a bis-tris gel and then visualised by phosphoimaging.

**Figure 7.**
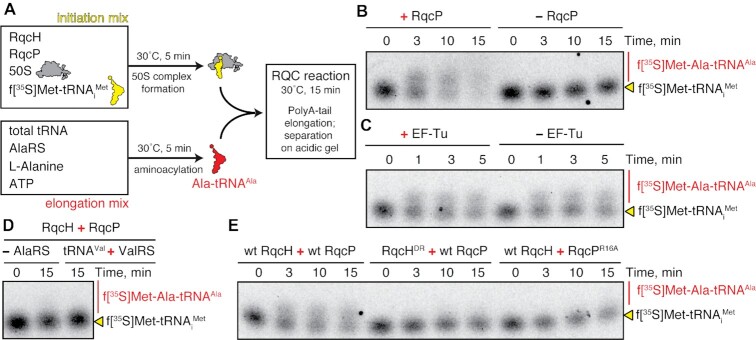
RqcP is a processivity factor essential for poly-Ala synthesis in a biochemically reconstituted RQC system. (**A**) Schematics of the experimental setup. Separate initiation and elongation mixtures were prepared in HEPES:Polymix buffer (7.5 Mg^2+^ pH 7.0) and incubated at 30°C for 5 min before combining. After an additional 15 minute-long incubation, tRNA species were resolved in a bis-tris gel and visualised by phosphoimaging. (**B**) Formation of Ala-tRNA^Ala^ in the reconstituted RQC system is abrogated upon omission of RqcP. (**C**) Addition of canonical translation elongation factor EF-Tu and 1 mM GTP does not affect the efficiency of Ala-tRNA^Ala^ synthesis. (**D**) No poly-Ala synthesis is observed either upon omission of AlaRS or in the presence of tRNA^Val^, Valyl-tRNA synthetase (ValRS) and l-valine. (**E**) Neither RqcH^DR^ nor RqcP^R16A^ support Ala-tRNA^Ala^ formation in the reconstituted RQC system.

In the reaction lacking RqcP, we only detect ^35^S-labeled fMet-tRNA_i_^Met^, whereas in the presence of RqcP there is an up-shift in the ^35^S-labeled fMet signal, which is consistent with the polyalanine tailing of the fMet (Figure 7B), thus directly demonstrating the role of RqcP as an essential processivity factor for RQC elongation. No effect of the efficiency of poly-Ala synthesis was observed in the RQC reaction that was additionally supplemented with canonical translation elongation factor EF-Tu and 1 mM GTP (Figure 7C), suggesting that EF-Tu does not play a role in delivery of Ala-tRNA to the 50S subunit and that tailing proceeds independently of GTP. Moreover, no poly-alanine tailing was observed when the aminoacylation mix was replaced with the presence of tRNA^Val^, valyl-tRNA synthetase (ValRS), ATP and l-valine (Figure 7D), which is consistent with the strong preference of RqcH for tRNA^Ala^. Similarly, no activity was detected when AlaRS was omitted (Figure 7D). Finally, our reconstituted RQC system faithfully reproduces the effects of loss-of-function substitutions in RqcH (RqcH^DR^ variant compromised in tRNA^Ala^ selection) and RqcP (RqcP^R16A^ variant compromised in interaction with the H69 rRNA element), since no poly-alanine tailing was observed when replacing the wild-type RqcH and RqcP with these variants (Figure 7E). Collectively, our biochemical results establish that the combination of RQC factors RqcP and RqcH is both necessary and sufficient to drive polyalanine synthesis on isolated 50S subunits in the absence of canonical translation elongation factors.

## CONCLUSIONS AND PERSPECTIVE

This study supports the proposed molecular mechanism of C-terminal alanine tailing mediated by the concerted action of RqcH and RqcP (Figure 1D) (42). Importantly, it also opens up several research directions for follow-up investigations. 

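Lys-UUU lay near the tRNA Ala probes in the pulldowns of RqcH DR-FLAG_3_ and of RqcH-FLAG_3_ from Δ*rqcP* cells, and far below them in that from Δ*rplK* cells. It exceeded the mean of the tRNA Ala probes by 0.53 ± 0.26 on the log2 scale in the RqcH DR pulldown (SD, n = 3). Relative to that mean it lay at −0.46 ± 0.23 (SD, n = 3) in the Δ*rqcP* pulldown, or at 1.35 with loess normalization within arrays, and at −4.82 ± 1.01 (SD, n = 3) in the Δ*rplK* pulldown. On 2 of the 3 Δ*rplK* arrays Lys-UUU was not above background in the pulldown and was raised to the floor, so this last value and the differences from Δ*rplK* given next depend on how background is handled. RqcH DR-FLAG_3_ and Δ*rqcP* were on the older array print and Δ*rplK* on the newer one, with different scan days. Print and scan day therefore cannot be told apart from the pulldown in comparisons with Δ*rplK*. Values of Lys-UUU at the floor in the RqcP-FLAG_3_ pulldowns widen the standard errors below, since the spread of a probe is shared over all pulldowns. Lys-UUU itself was higher in the Δ*rqcP* than in the Δ*rplK* pulldown by 2.04 (standard error 0.89) and did not pass the test (adjusted p = 0.0528 from limma), but passed under 7 of 18 alternatives, with differences from 1.07 to 2.87 and adjusted p from 8.97e-08 to 0.29. Between the RqcH DR and the Δ*rplK* pulldowns it differed by 0.66 (standard error 0.89, adjusted p = 0.623), and by 0.14 to 2.36 over the alternatives, of which 2 of 18 called it: the authors' table (1.62, adjusted p = 7.6e-05) and loess (2.36, adjusted p = 0.022).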

What is the significance of tRNA^Lys^ enrichment in 50S RQC complexes compromised in RQC elongation due to the DR substitution in the NFACT-N domain of RqcH or loss of RqcP? It is tempting to speculate that tRNA^Lys^ is enriched in these complexes due to ribosomal stalling on lysine residues triggering RQC. Indeed, a recent analysis of ribosome profiling data suggests that the presence of P-site Lys residues encoded by AAA codons are associated with a moderate slowing down of translation elongation in *E. coli* (71). However, no Lys-associated ribosomal stalling signal was detected in a *B. subtilis* study using 5Pseq (72). Therefore, while tempting, this hypothesis requires further investigation. Second is the question of a potential C-terminal-tailing processivity factor in eukaryotic RQC. Here we directly demonstrate *in vitro* that S4 homologue Hsp15-family protein RqcP is, indeed, essential to drive the poly-alanine tailing by 50S-associated RqcH/Rqc2/NEMF in a minimal bacterial system. This indicates that an analogous yet-to-be-discovered factor could be also cooperating with Rqc2/NEMF in archaea and eukaryotes. Additionally, the establishment of a reconstituted bacterial RQC system provides researchers with a powerful tool for activity-driven discovery of additional bacterial RQC factors, either by directly testing candidate factors identified through structural and genetic studies or through fractionation of cellular lysates. Currently, it is unclear which cellular factors split the stalled 70S ribosomes to generate the 50S RQC substrate and which factors terminate the RQC-mediated poly-alanine addition to release the tagged polypeptide. Our genetic experiments suggest that ribosome-splitting factor HflX (73) is not essential for RQC in live cells since we detect no synthetic growth defect upon the simultaneous deletion of *hflX* and *ssrA* (Supplementary Figure S8). A fully reconstituted biochemical RQC system could be instrumental for deconvoluting the redundancies and overlapping functions of the factors involved. Finally, an analogous eukaryotic RQC system could be established using 60S ribosomal subunits, Rqc2/NEMF and aminoacylated tRNAs to enable activity-driven discovery of additional RQC factors.

## DATA AVAILABILITY

The cryo-EM map of the RqcH^DR^-50S complex and the associated molecular model have been deposited in the Protein Data Bank and Electron Microscopy Data Bank with the accession codes EMPIAR-10726, EMD-13017 and PDB-7OPE, respectively. The tRNA microarray data have been deposited in Gene Expression Omnibus (GEO) database under the accession number GSE174254.

## Supplementary Material

gkab589_Supplemental_Files

# Supplementary material for: RqcH and RqcP catalyze processive poly-alanine synthesis in a reconstituted ribosome-associated quality control system
**Source:** Nucleic Acids Res. 2021 Jul 13;49(14):8355–69. doi: 10.1093/nar/gkab589
**Supplement:** gkab589_Supplemental_Files

SUPPLEMENTARY ONLINE MATERIALS

for

RqcH and RqcP catalyze processive poly-alanine synthesis in a reconstituted ribosome-associated quality control system

Hiraku Takada^{1,2,3,*}, Caillan Crowe-McAuliffe⁴, Christine Polte⁴, Zhanna Yu. Sidorova^{5,6}, Victoriia Murina^{2,3}, Gemma C. Atkinson⁸, Andrey L. Konevega^{5,7,8}, Zoya Ignatova⁴, Daniel N. Wilson^{4,*}, Vasili Hauryliuk^{2,3,9,10,*}

Supplementary methods

Preparation of B. subtilis and E. coli tRNAs

B. subtilis total tRNA. Total transfer RNA from wild-type 168 *B. subtilis* was isolated as follows. *B. subtilis* was grown in 2xLB to early stationary phase, 70 g of cells were collected by centrifugation, resuspended in 200 mL H₂O, combined with an equal volume of phenol and stirred for 1 hour. After centrifugation at 4000 g for 30 minutes the aqueous phase was taken, and the organic phase was re-extracted twice. The aqueous phase combined and mixed with 1/10 of volume 20% potassium acetate, and nucleic acids were precipitated with 2 volumes of ethanol. The pellet was resuspended in 100 mL of water, and after the NaCl concentration was brought to 1 M, the mixture was stirred for 1 hour at 4 °C. The debris was removed by centrifugation (1 hour at 10,000-15,000 g) and discarded, while the supernatant was taken and precipitated with ethanol. The resultant pellet was resuspended in 100 mL of 0.3 M sodium acetate pH 7.0, and re-extracted with 0.4 volume isopropanol. The supernatant was mixed with 0.6 volumes cold isopropanol, the RNA collected by centrifugation (1 hour at 4,000 g) and the RNA pellet was resuspended in 100 mL of buffer A (0.2 M NaCl, 50 mM NaAc, 10 mM MgCl₂, pH 4.5-5.0). The resultant solution was loaded onto a Q-Toyopearl column pre-equilibrated in the same buffer. After the column was washed with 2 volumes of buffer A, the tRNA was eluted with buffer B (1.0 M NaCl, 50 mM NaAc, 10 mM MgCl₂, pH 4.5-5.0), the pH adjusted to pH 8.5, tRNA was deacylated by incubation at 37 °C for 40 minutes and precipitated by ethanol. The pellet was dissolved in 10 mL of ddH₂O and the tRNA quality as assessed by analytical by HPLC chromatography on Lichrospher RP18 250-4 column in 5-15% gradient of ethanol in buffer A.

B. subtilis tRNA^{Ala} and tRNA^{Lys}. Individual tRNA species were prepared as per (1) with minor modifications. Briefly, total *B. subtilis* tRNA was aminoacylated with for 30 minutes at 37 °C using either recombinant *B. subtilis* Ala-RS or *E. coli* Lys-RS (30 µg of aa-RS per 1 mL of reaction mixture; 50 mM Tris HCl pH 7.5, 70 mM NH₄Cl, 30 mM KCl, 7 mM MgCl₂, 2 mM DTT, 3mM ATP, 0.5 mM of amino acid). Elongation factor Tu (EF-Tu) was preincubated for 15 minutes with 1 mM GTP, 3 mM PEP, 10 µg/mL pyruvate kinase in buffer C (50 mM Tris HCl pH 7.5, 70 mM NH₄Cl, 30 mM KCl, 7 mM MgCl₂) to convert EF-Tu from GDP- to GTP-bound form. Aminoacylated tRNA was supplemented with two-fold excess of EF-Tu-GTP to form a ternary complex (aa-tRNA-EF-Tu-GTP) for 5 min at 37 °C, and then placed on ice. The ternary complex was loaded on 1 mL column Protino@NI-IDA (MAcherey Nagel), the column washed with 3 volumes of buffer C (50 mM Tris HCl pH 7.5, 70 mM NH₄Cl, 30 mM KCl, 7 mM MgCl₂), and the ternary complex was eluted with 3 volumes of buffer D (25 mM Tris HCl pH 7.5, 50 mM KCl, 10 mM MgCl₂, 2.5% glycerol, 300 mM imidazole). The eluted ternary complex was dissociated by addition of potassium acetate (pH 5.0) to final concentration of 0.2 M, aminoacylated

tRNA was phenol-extracted and precipitated with ethanol. The tRNA pellet was dissolved in ddH₂O, deacylated as described above, re-precipitated, re-dissolved in 0.1 mL of ddH₂O and stored at –80 °C.

E. coli $f[^{35}\text{S}]\text{Met-tRNA}_i^{\text{Met}}$. $f[^{35}\text{S}]\text{Met-tRNA}_i^{\text{Met}}$ was produced from *E. coli* tRNA_i^{Met} as described previously (2).

Protein expression and purification

B. subtilis *alanyl-tRNA synthetase*, *N-terminally His₆-tagged AlaS* (VHp772, pET24d-His₆-AlaRS). The protein was overexpressed in freshly transformed *E. coli* BL21 DE3 Rosetta (Novagen). Fresh transformants were inoculated to a final OD₆₀₀ of 0.05 in the LB medium (2000 mL) supplemented with 100 µg/mL kanamycin. The cultures were grown at 37 °C until an OD₆₀₀ of 0.5, induced with 1 mM IPTG (final concentration) and grown for additional 1.5 hours at 30 °C. The cells were harvested by centrifugation and resuspended in binding buffer (1000 mM NH₄Cl, 10 mM MgCl₂, 10 mM imidazole, 10% glycerol, 8 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5) supplemented with 0.1 mM PMSF and 1 U/mL of DNase I. Cells were lysed by one passage through a high-pressure cell disrupter (Stansted Fluid Power, 150 MPa), cell debris was removed by centrifugation (25,000 rpm for 40 min, JA-25.50 Beckman Coulter rotor) and clarified lysate was taken for protein purification. Clarified cell lysate was filtered through a 0.2 µm syringe filter and loaded onto a 5 mL HisTrap HP column pre-equilibrated in binding buffer. The column was washed with 5 CV of binding buffer, and the protein was eluted with a linear gradient (6 CV, 0-100% elution buffer) of elution buffer (1000 mM NH₄Cl, 10 mM MgCl₂, 500 mM imidazole, 10% glycerol, 8 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5). Fractions most enriched in His₆-AlaS (≈30-45% elution buffer) were pooled, totalling approximately 8 mL. The sample was diluted 4 times with dilution buffer (5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) and loaded on HiPrep Q XL 16/10 column pre-equilibrated with binding buffer (150 mM NaCl, 5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) and the protein was eluted with a linear gradient (3 CV, 0-100% elution buffer) of elution buffer (1000 mM NaCl, 5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5). Fractions most enriched in His₆-AlaS (≈65-75% elution buffer) were pooled, totalling approximately 8 mL. The fractions containing His₆-AlaS were pooled and applied on HiPrep 10/26 desalting column (GE Healthcare) pre-equilibrated with storage buffer (300 mM KCl, 15 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5). The fractions containing His₆-AlaS were collected and concentrated in an Amicon Ultra (Millipore) centrifugal filter device (cut-off 50 kDa). Protein preparations were aliquoted, frozen in liquid nitrogen.

Saccharomyces cerevisiae valyl-tRNA synthetase, His₆-tagged. The protein was overexpressed and purified as described earlier (3), the aminoacylation activity towards *E. coli* tRNA^{Val} was demonstrated in the original report.

B. subtilis EF-Tu, C-terminally His₆-tagged (VHp733, pET24d-tufA-TEV-His₆). The protein was overexpressed in freshly transformed *E. coli* BL21 DE3 Rosetta (Novagen). Fresh transformants were inoculated to a final OD₆₀₀ of 0.05 in the LB medium (800 mL) supplemented with 100 µg/mL kanamycin. The cultures were grown at 37 °C until an OD₆₀₀ of 0.5, induced with 1 mM IPTG (final concentration) and grown for additional 1.5 hours at 30 °C. The cells were harvested by centrifugation and resuspended in binding buffer (500 mM NaCl, 5 mM MgCl₂, 10 mM imidazole, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) supplemented with 0.1 mM PMSF and 1 U/mL of DNase I. Cells were lysed by one passage through a high-pressure cell disrupter (Stansted Fluid Power, 150 MPa), cell debris was removed by centrifugation (25,000 rpm for 40 min, JA-25.50 Beckman Coulter rotor) and clarified lysate was taken for protein purification. Clarified cell lysate was filtered through a 0.2 µm syringe filter and loaded onto a 5 mL HisTrap HP column pre-equilibrated in binding buffer. The column was washed with 5 CV of wash buffer (1000 mM NaCl, 5 mM MgCl₂, 10 mM imidazole, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5), and the protein was eluted with a linear gradient (6 CV, 0-100% elution buffer) of elution buffer (500 mM NaCl, 5 mM MgCl₂, 500 mM imidazole, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5). Fractions most enriched in EF-Tu-His₆ (≈35-65% elution buffer) were pooled, totalling approximately 8 mL. The sample was diluted 4 times with dilution buffer (5 mM MgCl₂, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) and loaded on HiPrep Q XL 16/10 column pre-equilibrated with binding buffer (150 mM NaCl, 5 mM MgCl₂, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) and the protein was eluted with a linear gradient (3 CV, 0-100% elution buffer) of elution buffer (1000 mM NaCl, 5 mM MgCl₂, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5). Fractions most enriched in EF-Tu-His₆ (≈55-75% elution buffer) were pooled, totalling approximately 12 mL. The fractions containing EF-Tu-His₆ were pooled and applied on HiPrep 10/26 desalting column (GE Healthcare) pre-equilibrated with storage buffer (400 mM KCl, 5 mM MgCl₂, 10% glycerol, 25 µM GDP, 1 mM β-mercaptoethanol, 50 mM HEPES:KOH pH 8). The fractions containing EF-Tu-His₆ were collected and concentrated in an Amicon Ultra (Millipore) centrifugal filter device (cut-off 30 kDa). Protein preparations were aliquoted, frozen in liquid nitrogen.

B. subtilis RqcH, C-terminally HTF-tagged, wild-type (VHp982, pET24d-rqcH-HTF) and DR variant (D97A R98A) (VHp983, pET24d-rqcHDR-HTF). Both proteins were overexpressed in freshly transformed *E. coli*

BL21 DE3 Rosetta (Novagen). Fresh transformants were inoculated to a final OD₆₀₀ of 0.05 in the LB medium (800 mL) supplemented with 100 µg/mL kanamycin. The cultures were grown at 37 °C until an OD₆₀₀ of 0.5, induced with 1 mM IPTG (final concentration) and grown for additional 1.5 hours at 30 °C. The cells were harvested by centrifugation and resuspended in binding buffer (400 mM NaCl, 5 mM MgCl₂, 20 mM imidazole, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 8) supplemented with 0.1 mM PMSF and 1 U/mL of DNase I. Cells were lysed by one passage through a high-pressure cell disrupter (Stansted Fluid Power, 150 MPa), cell debris was removed by centrifugation (25,000 rpm for 40 min, JA-25.50 Beckman Coulter rotor) and clarified lysate was taken for protein purification. Clarified cell lysate was filtered through a 0.2 µm syringe filter and loaded onto a 5 mL HisTrap HP column pre-equilibrated in binding buffer. The column was washed with 5 CV of wash buffer (2000 mM NaCl, 5 mM MgCl₂, 20 mM imidazole, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 8), and the protein was eluted with a linear gradient (6 CV, 0-100% elution buffer) of elution buffer (400 mM NaCl, 5 mM MgCl₂, 500 mM imidazole, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH8). Fractions most enriched in RqcH-HTF (≈30-50% elution buffer) were pooled, totalling approximately 5 mL. The sample was loaded on a HiLoad 16/600 Superdex 200 pg column pre-equilibrated with Gel filtration buffer (2000 mM NaCl, 5 mM MgCl₂, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 8). The fractions containing RqcH-HTF were pooled and applied onto a HiPrep 10/26 desalting column (GE Healthcare) pre-equilibrated with storage buffer (720 mM KCl, 5 mM MgCl₂, 50 mM arginine, 50 mM glutamic acid, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 8). The fractions containing RqcH-HTF were collected and concentrated in an Amicon Ultra (Millipore) centrifugal filter device (cut-off 50 kDa). Protein preparations were aliquoted, frozen in liquid nitrogen.

B. subtilis *RqcP*, *wild-type* (VHp734, pET24d-rqcP-TEV-His₆) and *R16A variant* (VHp735, pET24d-rqcPR16A-TEV-His₆). C-terminally His₆-tagged protein was expressed in freshly transformed *E. coli* BL21 DE3 Rosetta (Novagen). Fresh transformants were inoculated to a final OD₆₀₀ of 0.05 in the LB medium (800 mL) supplemented with 100 µg/mL kanamycin. The cultures were grown at 37 °C until an OD₆₀₀ of 0.5, induced with 1 mM IPTG (final concentration) and grown for additional 1.5 hours at 30 °C. The cells were harvested by centrifugation and resuspended in binding buffer (500 mM NaCl, 5 mM MgCl₂, 20 mM imidazole, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5) supplemented with 0.1 mM PMSF and 1 U/mL of DNase I. Cells were lysed by one passage through a high-pressure cell disrupter (Stansted Fluid Power, 150 MPa), cell debris was removed by centrifugation (25,000 rpm for 40 min, JA-25.50 Beckman Coulter rotor) and clarified lysate was taken for protein purification. Clarified cell lysate was filtered through a 0.2 µm syringe filter and loaded onto a 5 mL HisTrap HP column pre-equilibrated in binding buffer. The column was washed with 5 CV of wash buffer (2000

mM NaCl, 5 mM MgCl₂, 20 mM imidazole, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5), and the protein was eluted with a linear gradient (6 CV, 0-100% elution buffer) of elution buffer (500 mM NaCl, 5 mM MgCl₂, 500 mM imidazole, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5). Fractions most enriched in RqcP-TEV-His₆ (≈45-65% elution buffer) were pooled, totalling approximately 6 mL. The sample was diluted 3 times with dilution buffer (5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) and loaded on HiPrep Q XL 16/10 column pre-equilibrated with binding buffer (150 mM NaCl, 5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5) and the protein was eluted with a linear gradient (3 CV, 0-100% elution buffer) of elution buffer (1000 mM NaCl, 5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM Tris-HCl pH 7.5). Fractions most enriched in RqcP-TEV-His₆ were pooled, totalling approximately 12 mL, and applied on HiPrep 10/26 desalting column (GE Healthcare) pre-equilibrated with cleavage buffer (400 mM KCl, 5 mM MgCl₂, 10% glycerol, 4 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5). To cleave off the His₆ tag, 10 μg of His₆-Tev protease per 1 mg of RqcP were added and the reaction mixture was incubated at 10 °C for ≈14 hours. After the His₆ tag was cleaved off, the protein was passed through 5 mL HisTrap HP column pre-equilibrated with storage buffer (500 mM KCl, 5 mM MgCl₂, 10% glycerol, 1 mM β-mercaptoethanol, 25 mM HEPES:KOH pH 7.5). Fractions containing RqcP in the flow-through were collected and concentrated in an Amicon Ultra (Millipore) centrifugal filter device (cut-off 10 kDa). Protein preparations were aliquoted, frozen in liquid nitrogen.

Supplementary Table 1. Reference table for *B. subtilis* tRNAs array data.tRNA^{Met}CAUi – initiator tRNA^{Met} and tRNA^{Met}CAUe – elongator tRNA^{Met}.

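The arrays name their probes by amino acid and anticodon, and all 36 could be paired with a row of this table. Thr-CGU was paired by elimination among the 3 Thr probes, and Leu-UAA2 by the probe's anticodon in the table. The probe names used with the values are those of the table. Besides these, the arrays hold probes for the 4 standard tRNAs and empty spots, which were not tested.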

Array probe designation	Recognised tRNA isoacceptor ^a (copy number)	Amino acid & codon(s) recognised by the tRNA	Anticodon of the tDNA array probes ^b
Ala-IGC	tRNA ^{Ala} GGC (1)	Ala-GCC/U	A/GGC
Ala-A/C/UGC	tRNA ^{Ala} UGC (3)	Ala-GCA/G/U	A/C/TGC
Arg-ICG	tRNA ^{Arg} ACG (2)	Arg-CGC/U/A	T/A/GCG
Arg-C/UCG	tRNA ^{Arg} CCG (1)	Arg-CGG	CCG
Arg-CCU	tRNA ^{Arg} CCU (1)	Arg-AGG	CCT
Arg-UCU	tRNA ^{Arg} UCU (2)	Arg-AGA	TCT
Asn-GUU	tRNA ^{Asn} GUU (3)	Asn-AAC/U	A/GTT
Asp-GUC	tRNA ^{Asp} GUC (4)	Asp-GAC/U	A/GTC
Cys-G/ACA	tRNA ^{Cys} GCA (1)	Cys-UGC/U	A/GCA
Gln-C/UUG	tRNA ^{Gln} UUG (4)	Gln-CAA/G	C/TTG
Glu-UUC	tRNA ^{Glu} UUC (6)	Glu-GAA/G	C/TTC
Gly-GCC	tRNA ^{Gly} GCC (2)	Gly-GGC/U	A/GCC
Gly-UCC	tRNA ^{Gly} UCC (3)	Gly-GGA/G/U	A/C/TCC
His-GUG	tRNA ^{His} GUG (2)	His-CAC/U	A/GTG
Ile-IAU	tRNA ^{Ile} GAU (3)	Ile-AUC/U	A/GAT
	tRNA ^{Ile} CAU (1)	Ile-AUA	TAT
Leu-CAA	tRNA ^{Leu} CAA (1)	UUG	CAA
Leu-CAG	tRNA ^{Leu} CAG (1)	CUG	CAG
Leu-A/GAG	tRNA ^{Leu} GAG (1)	CUC/U	A/GAG
Leu-UAA1	tRNA ^{Leu} UAA (2)	UUA/G	C/TAA
Leu-UAA2	tRNA ^{Leu} UAG (1)	CUA/G	C/TAG
Lys-UUU	tRNA ^{Lys} UUU (3)	AAA/G	TTT
Met-CAU1	tRNA ^{Met} CAUi (3)	Meti-AUG	CAT
Met-CAU2	tRNA ^{Met} CAUe (1)	Met-AUG	CAT
Met-CAU3	tRNA ^{Met} CAUe (1)	Met-AUG	CAT
Phe-GAA	tRNA ^{Phe} GAA (3)	Phe-UUC/U	A/GAA
Pro-A/G/C/UGG	tRNA ^{Pro} UGG (1)	Pro-CCA/G/U	A/C/TGG
Ser-GCU	tRNA ^{Ser} GCU (2)	Ser-AGC/U	A/GCT
Ser-GGA	tRNA ^{Ser} GGA (1)	Ser-UCC/U	A/GGA
Ser-A/C/UGA	tRNA ^{Ser} UGA (2)	Ser-UCA/G/U	A/C/TGA
Thr-CGU	tRNA ^{Thr} UGU (3)	Thr-ACG	CGT
Thr-A/GGU		Thr-ACC/U	A/GGT
Thr-UGU		Thr-ACA/G/U	A/C/TGT
Trp-CCA	tRNA ^{Trp} CCA (1)	Trp-UGG	CCA
Tyr-GUA	tRNA ^{Tyr} GUA (2)	Tyr-UAC/U	A/GTA
Val-mAC	tRNA ^{Val} GAC (1)	Val-GUC/U	A/GAC
Val-UAC	tRNA ^{Val} UAC (3)	Val-GUA/G/U	A/C/TAC

^aSource: GtRNadb (<http://gtRNadb.ucsc.edu/>) (4). Genomic copy number is included in parentheses.^bThe anticodon designates the anticodon(s) implicated in the design of the complementary tDNA probes.

Supplementary Table 2. Strains and plasmids used in this work.

The table is provided as a separate Excel file.

Supplementary Table 3. Cryo-EM collection, refinement, and validation statistics.

	RqcH ^{DR} -50S
**Data collection and processing**	
Magnification	165 000
Voltage (kV)	300
Electron exposure (e ⁻ /Å ²)	34.8
Defocus range (μm)	−0.8–2.0.
Pixel size (Å)	0.82
Symmetry imposed	None
Initial particle images (no.)	145 631
Final particle images (no.)	16 700
Map resolution (Å)	3.2
FSC threshold	0.143
**Refinement**	
Map sharpening <i>B</i> factor (Å ²)	−75.814
Cross-correlation (volume)	0.80
Model composition	
Non-hydrogen atoms	93 862
Protein residues	3 818
RNA bases	2 996
R.m.s. deviations	
Bond lengths (Å)	0.011
Bond angles (°)	1.109
Validation	
MolProbity score	1.75
Clashscore	4.79
Poor rotamers (%)	0.23
Ramachandran plot	
Favored (%)	91.61
Allowed (%)	8.20
Disallowed (%)	0.19

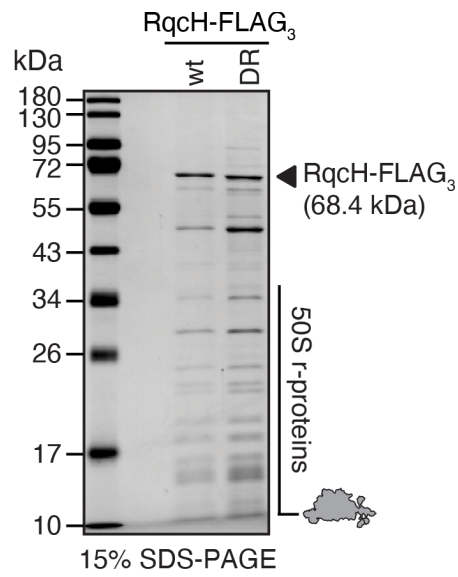

Supplementary Figure 1. Immunoprecipitation of RqcH^{DR}-FLAG₃-50S RQC complexes, related to Figure 4.

10 μ L of co-IP samples eluted with poly-FLAG peptide and 10 μ L of molecular marker were resolved on a 15% SDS-PAGE.

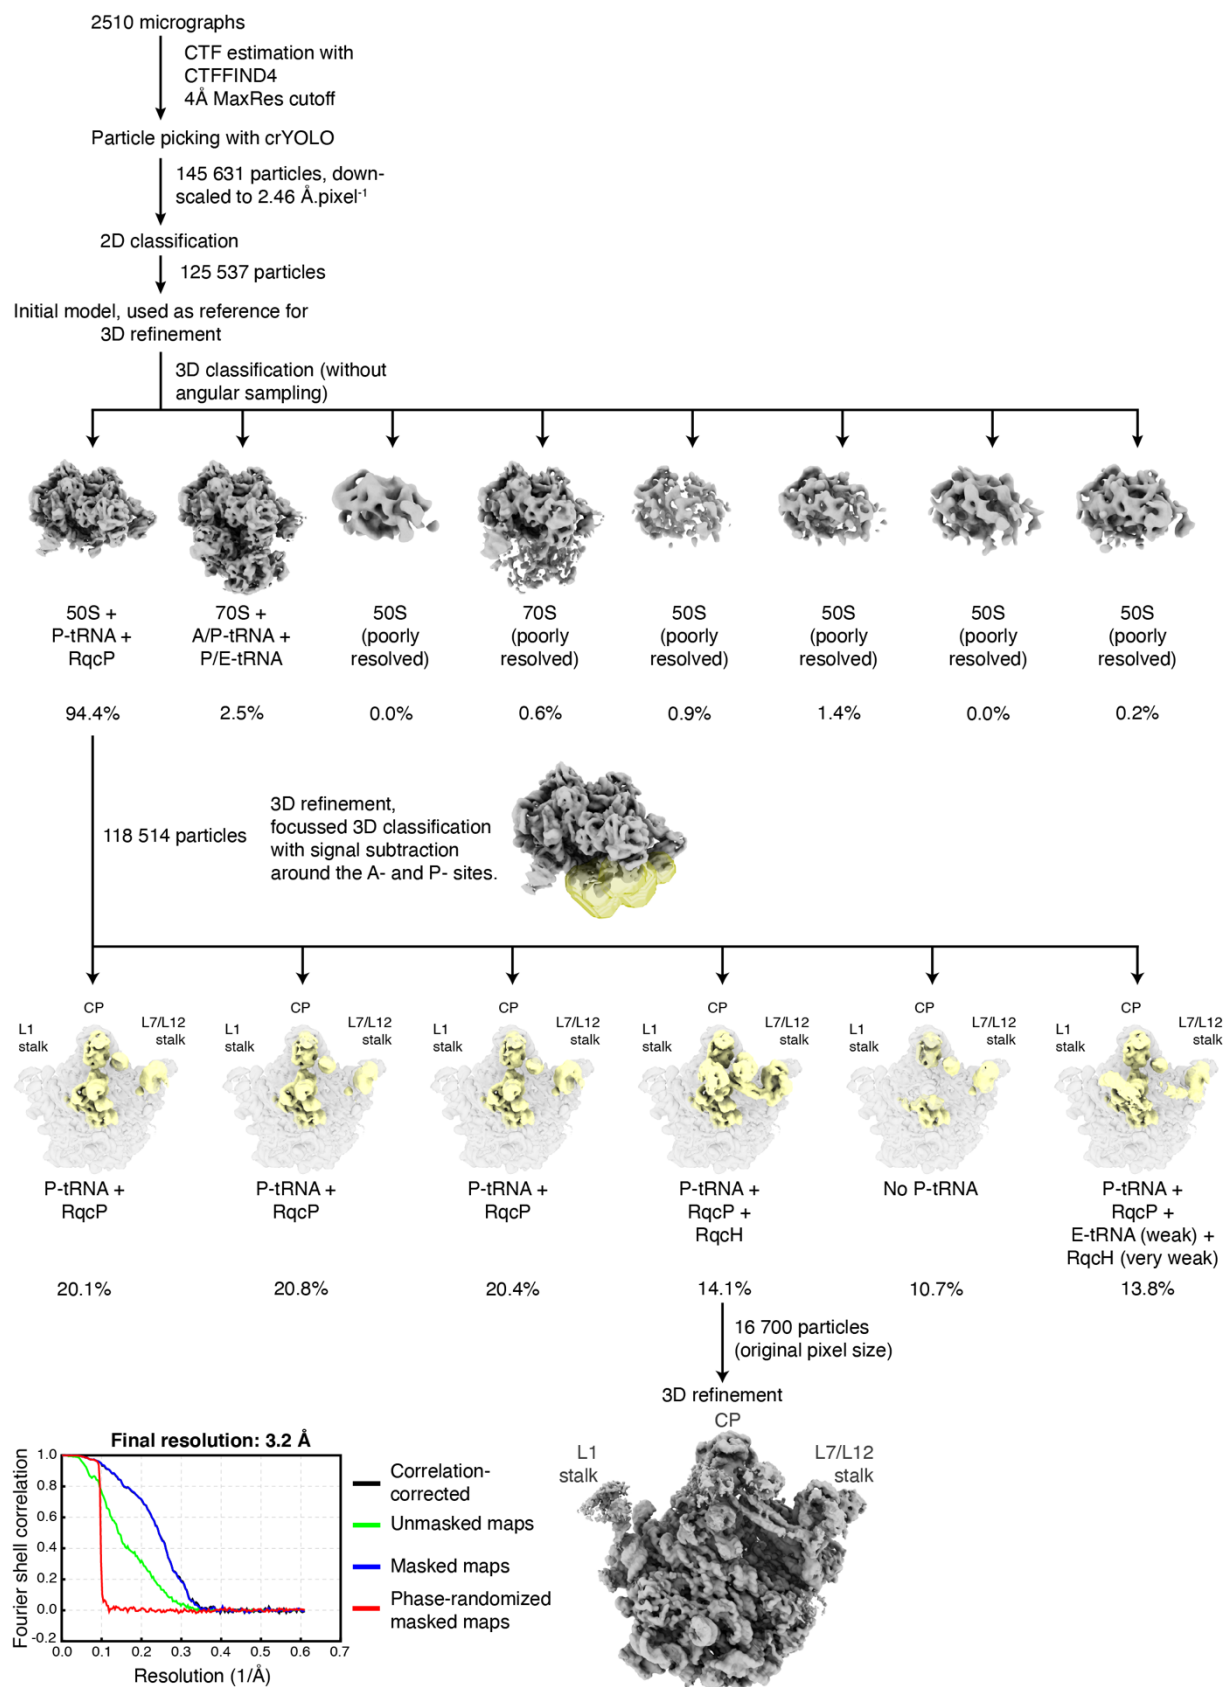

Supplementary Figure 2. Processing of cryo-EM data from RqcH^{DR}–FLAG₃ immunoprecipitation sample, related to Figure 4.

Processing scheme of RqcH^{DR} IP micrographs and FSC curve generated by RELION (5). Refer to methods for additional details.

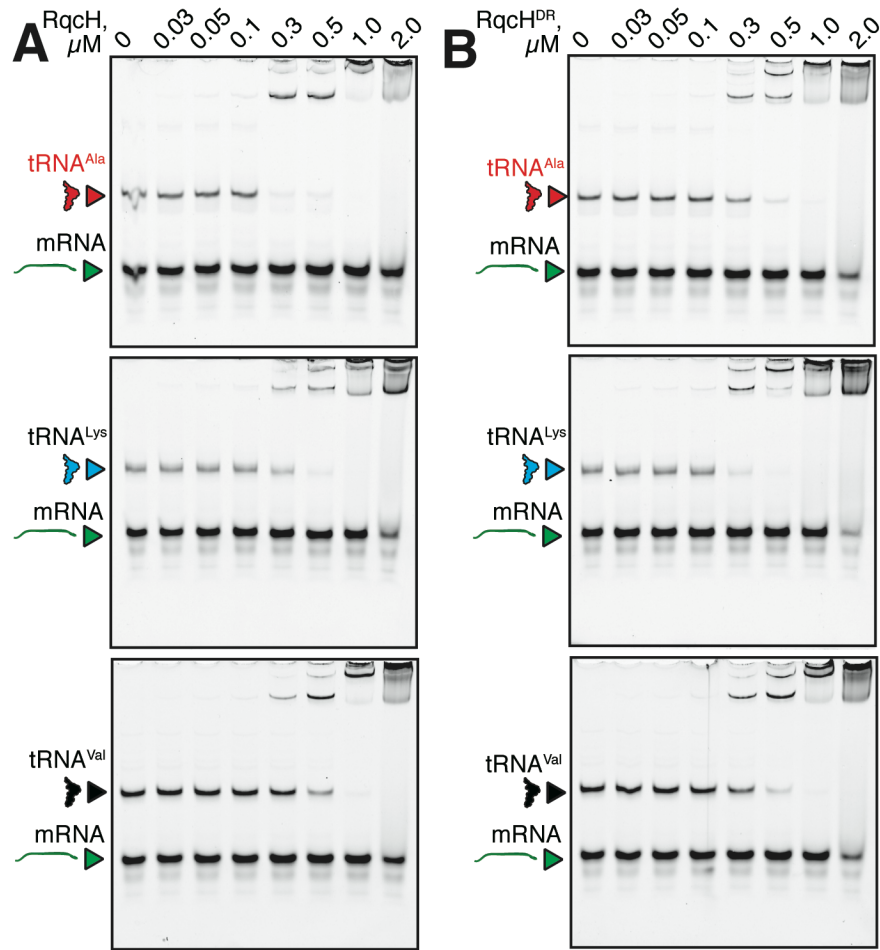

Supplementary Figure 3. Representative full-size EMSA gels, related to Figure 2.

Complex formation between 0.1 μM tRNA (either *E. coli* tRNA^{Val} or *B. subtilis* tRNA^{Lys} or *B. subtilis* tRNA^{Ala}) and increasing concentrations of *B. subtilis* RqcH-HTF (either wild-type or DR-substituted, D97A R98A) was monitored by EMSA. All experiments were performed in the presence of 1 μM of competing synthetic model mRNA(MVF) RNA oligonucleotide (5'-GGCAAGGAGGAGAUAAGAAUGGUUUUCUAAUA-3'). Gels were stained by SYBR Gold (Life Technologies) nucleic acid stain for 30 minutes.

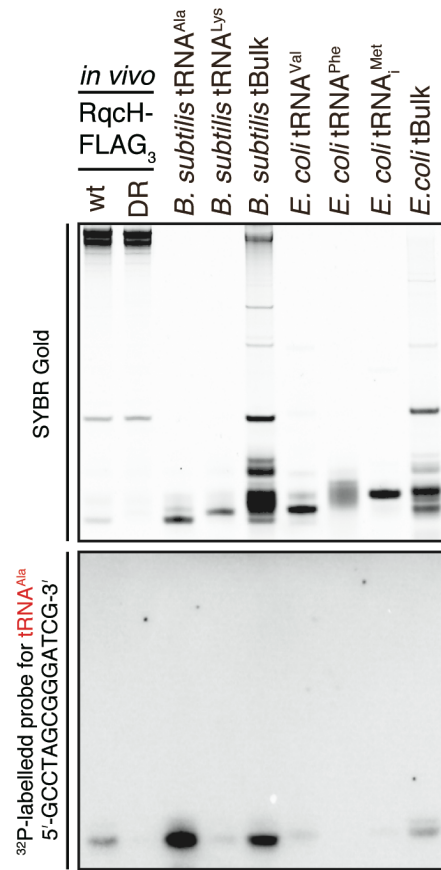

Supplementary Figure 4. Specificity of *B. subtilis* tRNA^{Ala} detection by Northern blotting, related to Figures 2 and 3.

RNA from co-IP samples (150 ng per lane), individual *B. subtilis* or *E. coli* tRNA species (1.5 pmol per lane) or either *B. subtilis* or *E. coli* total tRNA (9 pmol per lane) were resolved on 8M urea 8% polyacrylamide gels and either stained with SYBR Gold (Life Technologies) nucleic acid stain (top) and probed through Northern blotting using ³²P-labeled tRNA^{Ala} probe (bottom).

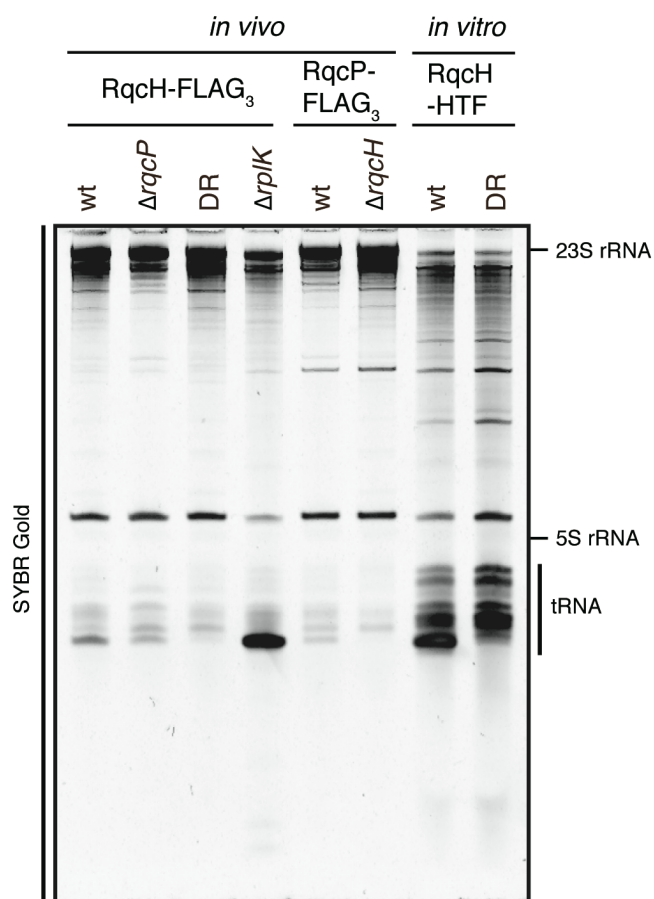

Supplementary Figure 5. SYBR Gold staining analysis of 50S RQC complexes isolated through co-IP of either RqcH-FLAG₃ or RqcP-FLAG₃ directly from lysed *B. subtilis*, related to Figures 3 and 5. RNA from co-IP samples (150 ng per lane) were resolved on 8M urea 8% polyacrylamide gel and stained with SYBR Gold (Life Technologies) nucleic acid stain.

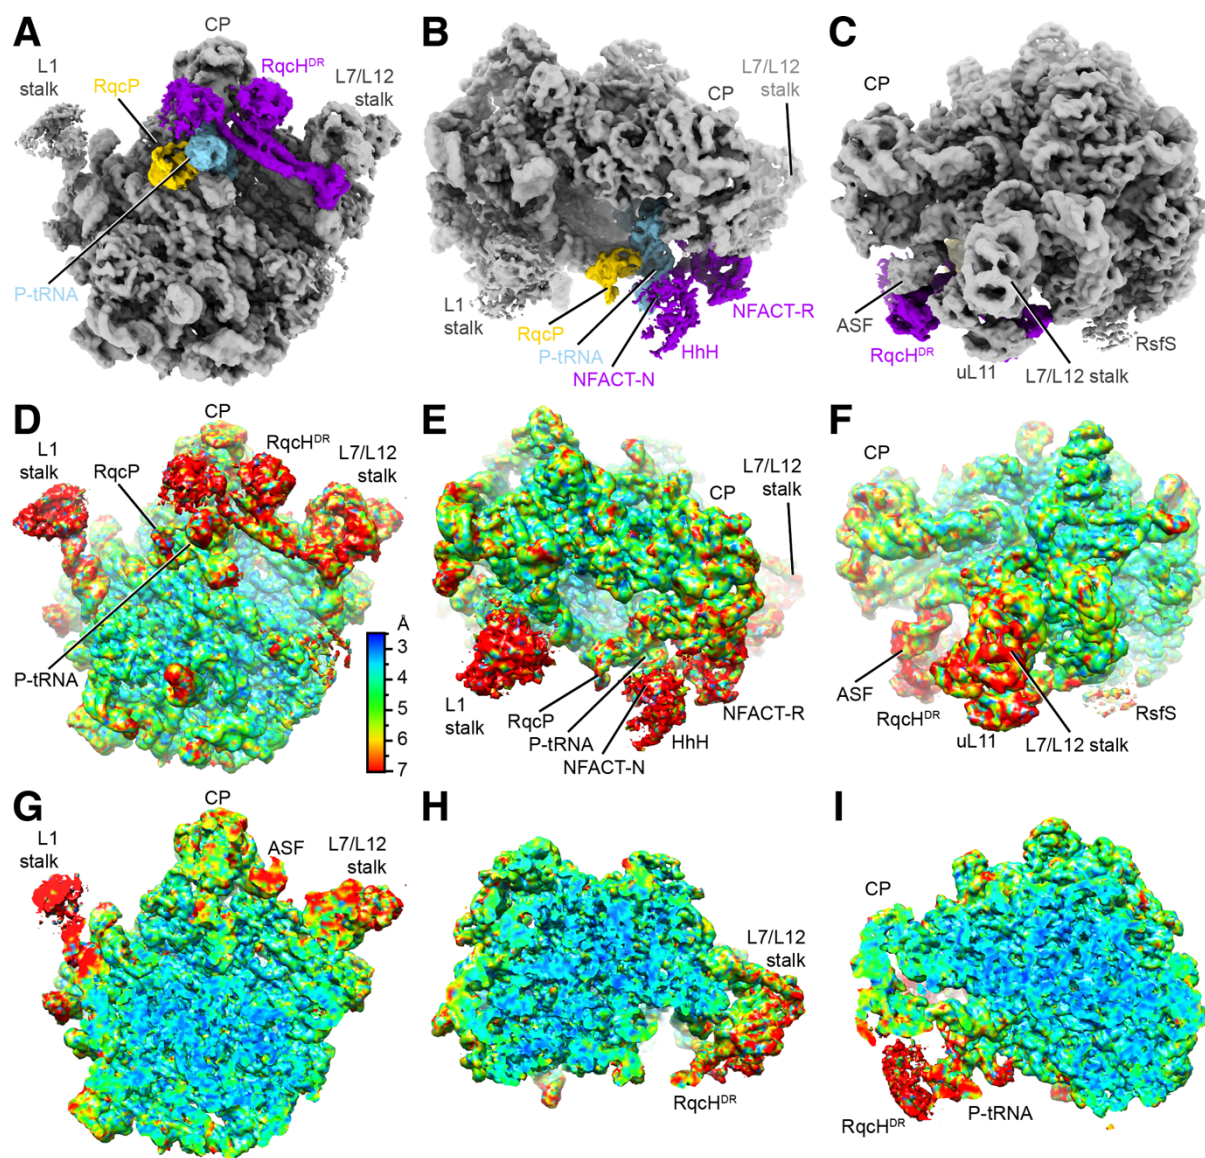

Supplementary Figure 6. Density features and local resolution of cryo-EM maps from RqcH^{DR}-FLAG₃ immunoprecipitation, related to Figure 4.

(A) Crown view of RqcH^{DR} bound to the 50S-P-tRNA-RqcP RQC complex. (B, C) Alternative views of A. (D-I) The same views as in A-C except coloured by local resolution. Either whole views (D-F) or cut-throughs (G-I) are shown.

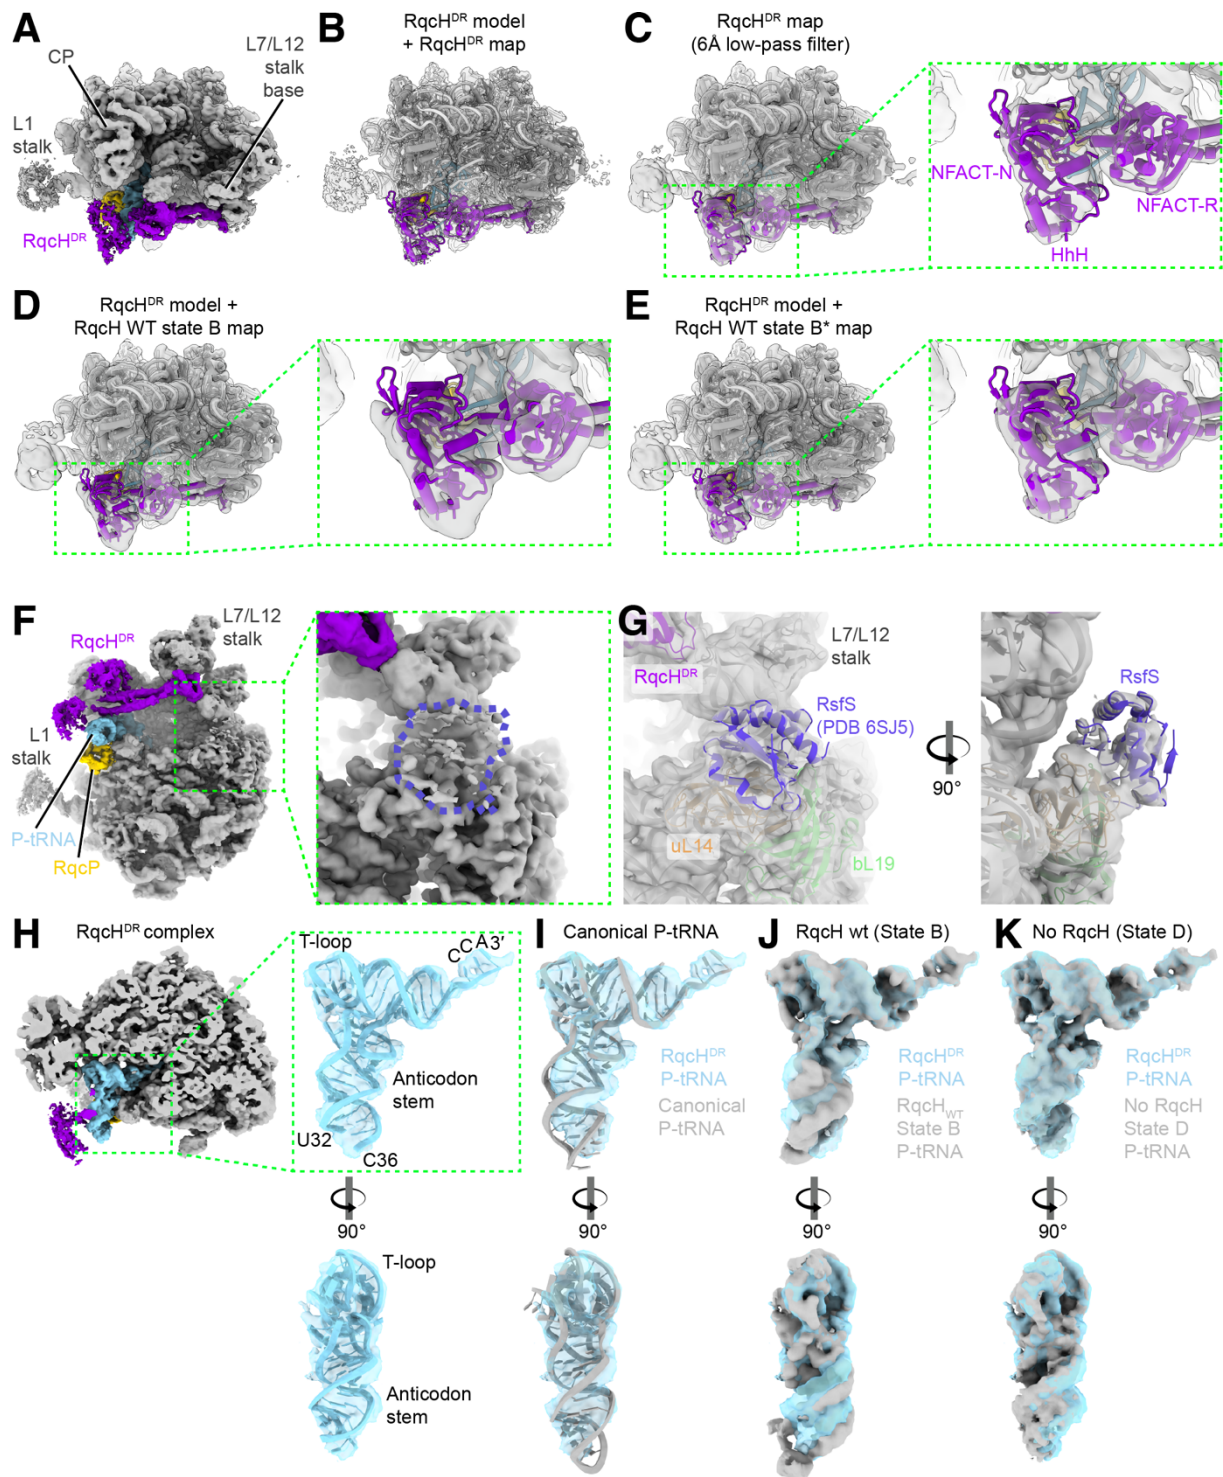

Supplementary Figure 7. Comparison of RqcH^{DR} and wild-type RqcH cryo-EM volumes, related to Figure 4.

(A) Overview of RqcH^{DR} bound to the 50S-P-tRNA-RqcP RQC complex. (B) as in A except fitted models are shown in a transparent map. (C) As in B, except with a 6 Å low-pass filtered map. Inset, right, is a close view of the RqcH globular domains. (D) The RqcH^{DR} model compared with the RqcH wild-type state B map low-pass filtered to 6 Å (EMD-11889). (E) The RqcH^{DR} model compared to the wild-type RqcH state B* map low-pass filtered to 6 Å (EMD-11915). (F) Overview of the RqcH^{DR} complex with emphasis on the RsfS binding site (blue dashed outline in inset). (G) Two views of the crystal structure of *S. aureus* RsfS (PDB 6SJ5 (6)) fitted into the RqcH^{DR} complex map. (H) View of the P-tRNA bound to the RqcH^{DR} complex. Inset shows P-tRNA density and model. (I–K). Same as the inset in H except

RqcH^{DR}-bound tRNA (cyan density) is compared to either canonical P-tRNA (**I**, PDB 6CFJ (**7**)), state B tRNA from the wild-type RqcH structure (PDB 7AS8, **J**), or state D tRNA from a 50S–P-tRNA–RqcP complex but no RqcH (EMD-11914, **K**).

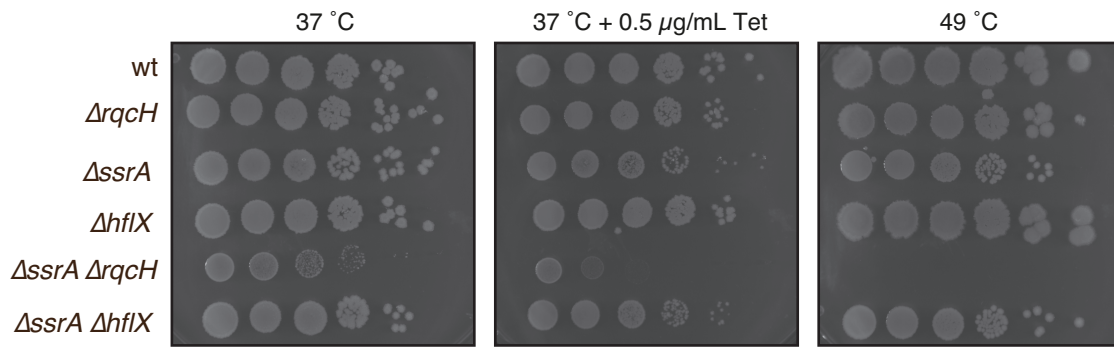

Supplementary Figure 8. HflX is does not play an essential role in RQC.

No synthetic growth defect was observed upon simultaneous *ssrA* and *hflX* deletion. The $\Delta ssrA \Delta rqcH$ and $\Delta ssrA \Delta hflX$ strains were used positive and specificity controls, respectively. 10-fold serial dilutions were spotted onto LB agar plates and incubated for 18 hours at 37 °C (left), 49 °C (right) or 37 °C in the presence 0.5 μ g/mL tetracycline (Tet, middle).

Supplementary references:

1. Rezgui, V.A., Tyagi, K., Ranjan, N., Konevega, A.L., Mittelstaet, J., Rodnina, M.V., Peter, M. and Pedrioli, P.G. (2013) tRNA tKUUU, tQUUG, and tEUUC wobble position modifications fine-tune protein translation by promoting ribosome A-site binding. *Proc Natl Acad Sci U S A*, **110**, 12289-12294.
2. Murina, V., Kasari, M., Hauryliuk, V. and Atkinson, G.C. (2018) Antibiotic resistance ABCF proteins reset the peptidyl transferase centre of the ribosome to counter translational arrest. *Nucleic Acids Res*, **46**, 3753-3763.
3. Takada, H., Roghanian, M., Caballero-Montes, J., Van Nerom, K., Jimmy, S., Kudrin, P., Trebini, F., Murayama, R., Akanuma, G., Garcia-Pino, A. *et al.* (2021) Ribosome association primes the stringent factor Rel for tRNA-dependent locking in the A-site and activation of (p)ppGpp synthesis. *Nucleic Acids Res*, **49**, 444-457.
4. Chan, P.P. and Lowe, T.M. (2016) GtRNADB 2.0: an expanded database of transfer RNA genes identified in complete and draft genomes. *Nucleic Acids Res*, **44**, D184-189.
5. Zivanov, J., Nakane, T., Forsberg, B.O., Kimanius, D., Hagen, W.J., Lindahl, E. and Scheres, S.H. (2018) New tools for automated high-resolution cryo-EM structure determination in RELION-3. *elife*, **7**, e42166.
6. Khusainov, I., Fatkhullin, B., Pellegrino, S., Bikmullin, A., Liu, W.T., Gabdulkhakov, A., Shebel, A.A., Golubev, A., Zeyer, D., Trachtmann, N. *et al.* (2020) Mechanism of ribosome shutdown by RsfS in *Staphylococcus aureus* revealed by integrative structural biology approach. *Nat Commun*, **11**, 1656.
7. Tereshchenkov, A.G., Dobosz-Bartoszek, M., Osterman, I.A., Marks, J., Sergeeva, V.A., Kasatsky, P., Komarova, E.S., Stavrianidi, A.N., Rodin, I.A., Konevega, A.L. *et al.* (2018) Binding and Action of Amino Acid Analogs of Chloramphenicol upon the Bacterial Ribosome. *J Mol Biol*, **430**, 842-852.

How the deposited data were processed for this re-analysis (not part of the article)

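The data are 19 two-colour tRNA microarrays of 7 pulldowns, 5 with 3 arrays and 2 with 2. Purified RqcH-HTF or RqcH DR-HTF had been mixed with total tRNA in vitro, and RqcH DR-FLAG_3_, RqcH-FLAG_3_ from ΔrqcP or ΔrplK cells and RqcP-FLAG_3_ from rqcH+ or ΔrqcH cells had been isolated from lysates. On every array the co-immunoprecipitated tRNA was in Cy3 and the matching total tRNA in the red dye. Dyes were not swapped, so a dye bias of a probe stays in its ratio.

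The authors recorded spot intensities on a linear scale in both channels, with local background and spot flags. The authors also made a table of ratios of pulldown to total tRNA, which the paper describes as normalised to the standards and corrected for the amounts of cells; its exact scaling is not known. The log2 of these ratios correlated across probes with the values computed here at 0.929 to 0.996 on 17 arrays, and at 0.787 and 0.727 on replicate 2 of the rqcH+ and ΔrqcH RqcP-FLAG_3_ pulldowns. The table holds 7 zeros and 7 missing values, both treated as missing.

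Per spot, the background median was subtracted from the foreground median, leaving out spots marked as bad. Per probe and array, the median over spots was taken in each channel. A probe was taken as above background where at least 50% of its spots exceeded the background by more than 2 of its SDs, and lower values were raised to the lowest value of a probe above background. The log2 ratio was centred on the median of the 36 tRNA probes. limma 3.58.1 (R 4.3.3) fitted all arrays with 1 mean per pulldown, tested each mean against 0 and 6 differences between pulldowns, and adjusted over the probes by Benjamini-Hochberg, with calls at an adjusted p under 0.05. The spread of a probe is shared over the pulldowns, so values of the dim RqcP-FLAG_3_ arrays at the floor widen the error of Lys-UUU everywhere. With camera, 6 lists of tRNAs were tested (preset correlation 0.01, and the estimated one) in 78 tests: the tRNA Ala probes, the other probes by the base at anticodon position 35, and tRNAs with a long variable arm. The lists were written after the paper's heat maps had been seen. The comparison step was tested on 100 simulated data sets.

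The probes named are the 5 the paper follows (both tRNA Ala probes, Lys-UUU, Val-UAC and Val-mAC), in each pulldown up to 5 others with the largest positive ratio among those called and above 0 on every array, and in each comparison up to 5 others with the largest difference among those called without overlap between arrays. The paper's heat maps had been seen when this rule was written.

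The tests, the lists, this rule and the following alternatives were set before the data were examined: normexp (offset 50) or no background correction, scaling to the standards, loess within arrays (span 0.3), the mean of the spots, spots marked as bad kept, dim probes left out, the authors' table, each replicate left out, the replicate number or the scan day as a block, only the arrays compared in the fit, and the standards-scaled ratio against 0. After the data were seen, 2 were added: spots the scanner software did not find left out, and values at the floor set missing. The arrays are of 2 prints and from 5 scan days. RqcH DR-FLAG_3_ and ΔrqcP are on the older print, each with a scan day of its own, so day and pulldown cannot be told apart in comparisons with them. The RqcP-FLAG_3_ arrays span 2 scan days, replicate 1 of both strains on one and replicate 2 on the other, so the replicate number pairs them by day (deviations from the strain means correlated at r = 0.51). In the other comparisons, where the correlations of like-numbered arrays ran from −0.36 to 0.63 and no comparison had all of them over 0.1, it does not pair the arrays. The remaining pulldowns share 1 scan day. Some labels conflict: those of the rqcH+ RqcP-FLAG_3_ arrays add an rplK disruption, and that of 1 RqcH DR-HTF array names the wild-type protein in a channel. Those of the ΔrqcH arrays give another resistance marker at rqcH than the paper's strain list. These arrays were assigned by their titles.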

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

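The comparisons of this part were set before the data were examined, and their use as controls was chosen after the results had been seen. The tRNAs here lie outside those the paper discusses. They were above the median tRNA on every array of a pulldown and higher than in a control, the RqcH DR-FLAG_3_ pulldown, or the ΔrqcH strain for RqcP-FLAG_3_. The RqcH DR-FLAG_3_ strain differs from the others in more than 1 way: its tagged gene is at thrC under the inducible Phy-spank promoter, with rqcH disrupted. By their labels, the ΔrqcP and ΔrplK strains carry tagged rqcH without such a copy at thrC. No pulldown has enough arrays to test for a deviating array.

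In the ΔrqcP pulldown, Arg-C/UCG was at a log2 ratio of 1.77, Met-CAU3 at 1.60, Met-CAU1 at 1.54, Thr-CGU at 1.05 and Thr-UGU at 1.05. RqcH DR-FLAG_3_ minus ΔrqcP was −0.59, −1.10, −1.21, −1.21 and −1.07 in this order (adjusted p = 0.035, 0.0341, 0.00122, 0.0182 and 0.031 from limma). Met-CAU2, like Met-CAU3 paired with an elongator tRNA Met, went the other way: it was at 0.63 in ΔrqcP and differed by 1.76 (adjusted p = 0.0143 from limma). Thr-CGU and Thr-UGU are paired with the same tRNA Thr. Its other probe, Thr-A/GGU, was at 0.83 in ΔrqcP and differed by 0.11 (adjusted p = 0.861 from limma). With loess within arrays, Arg-C/UCG, Met-CAU3 and Met-CAU1 were at 0.26, −0.084 and 0.20 and lost their calls, and the differences from RqcH DR-FLAG_3_ turned to 0.99, 0.16 and 0.30. Leaving out 1 array at a time ended the call of the difference for Arg-C/UCG, Met-CAU3, Thr-CGU or Thr-UGU in some cases, with differences from −0.72 to −0.48, −1.31 to −0.83, −1.56 to −0.56 and −1.40 to −0.45. Thr-CGU and Thr-UGU rest on ΔrqcP replicate 1, without which they were themselves at 0.41 (adjusted p = 0.0332) and 0.43 (adjusted p = 0.0505). Both also lost their own call with scan day as a block (adjusted p = 0.118 and 0.118), with only these arrays in the fit (0.0956 and 0.0905), scaled to the standards (0.266 and 0.268) and with no background correction (0.0908 and 0.0654). Over the alternatives the adjusted p ran from 0.00108 to 0.266 for Thr-CGU and from 5.17e-05 to 0.268 for Thr-UGU.

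In the ΔrplK pulldown, Thr-A/GGU was at 1.91, Pro-A/G/C/UGG at 1.15 and Ser-GGA at 1.05, and RqcH DR-FLAG_3_ minus ΔrplK was −0.97, −2.44 and −2.28 (adjusted p = 0.0463, 8.72e-05 and 8.61e-05 from limma). The difference of Thr-A/GGU did not pass without any 1 of 4 of the 6 arrays (range −1.20 to −0.80), and Ser-GGA was at −0.066 with loess. The other 2 probes paired with the same tRNA Thr, Thr-UGU and Thr-CGU, were at −0.086 and 0.011 in the ΔrplK pulldown, so that tRNA was higher by 1 of its 3 probes only. In the RqcP-FLAG_3_ pulldown from rqcH+ cells, Met-CAU1 was at 1.65, above that from ΔrqcH cells by 1.55 (adjusted p = 0.00139 from limma, n = 2 arrays each), with total tRNA above background on 1 of the 2 rqcH+ arrays. In ΔrqcH cells it was above background on 1 of the 2 arrays in each channel. The difference did not pass with only these arrays in the fit. No explanation was tested for these tRNAs.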

How the results depend on the processing

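The alternatives with spots not found left out and with values at the floor missing were chosen after the data had been seen. Leaving out the test of the standards-scaled ratio against 0, 1928 of 2172 values of named probes kept their call or stayed uncalled. Of the rest, 184 lost a call, 51 gained one and 9 reversed, which means a change of sign with a call before or after. A value never called counts as kept even where its sign changed. Of 412 counts, margins and list results, 361 stayed within their bounds. In that test, which shifts all probes of a pulldown alike, 51 of 70 values reversed. Both tRNA Ala probes kept their calls with wild-type RqcH in vitro, RqcH DR-FLAG_3_ and ΔrplK under each of 16 alternatives, again leaving that test aside. The cause of the changes below was not tested unless stated.

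Counts of called probes are given as alternative against original. Scaled to the standards, whose spread adds to that of the probes, they were 14 against 22 (7 higher) in wild-type RqcH in vitro, 13 against 25 (6 higher) in RqcH DR in vitro, 6 against 19 (5 higher) in RqcH DR-FLAG_3_, 8 against 24 (6 higher) in ΔrqcP, 7 against 18 (5 higher) in ΔrqcH RqcP-FLAG_3_, 5 against 13 (3 higher) in rqcH+ RqcP-FLAG_3_, 4 against 10 (4 higher) in ΔrplK, 1 against 2 (0 higher) in RqcH DR minus wild type in vitro, 2 against 6 (1 higher) in rqcH+ minus ΔrqcH, 3 against 20 (0 higher) in RqcH DR-FLAG_3_ minus ΔrqcP, 4 against 13 (1 higher) in RqcH DR-FLAG_3_ minus ΔrplK, 3 against 21 (3 higher) in ΔrqcP minus ΔrplK and 13 against 25 (1 higher) in ΔrplK minus wild type in vitro; Val-mAC in ΔrplK minus wild type in vitro turned to −0.034. With the authors' table they were 21 against 13 (10 higher) in rqcH+ RqcP-FLAG_3_ and 16 against 6 (4 higher) in rqcH+ minus ΔrqcH. With floor values missing they were 20 against 13 (9 higher) in rqcH+ RqcP-FLAG_3_, 17 against 10 (10 higher) in ΔrplK and 17 against 6 (8 higher) in rqcH+ minus ΔrqcH. With scan day as a block they were 15 against 25 (7 higher) in RqcH DR in vitro, 14 against 24 (9 higher) in ΔrqcP, 11 against 18 (7 higher) in ΔrqcH RqcP-FLAG_3_ and 4 against 10 (3 higher) in ΔrplK. With only the arrays compared, which have fewer degrees of freedom, they were 0 against 18 (0 higher) in ΔrqcH RqcP-FLAG_3_, 3 against 13 (2 higher) in rqcH+ RqcP-FLAG_3_ and 1 against 6 (1 higher) in rqcH+ minus ΔrqcH. With the mean of spots the count was 11 against 6 (4 higher) in rqcH+ minus ΔrqcH. With normexp they were 10 against 20 (6 higher) in RqcH DR-FLAG_3_ minus ΔrqcP and 10 against 21 (5 higher) in ΔrqcP minus ΔrplK, and with no background correction 12 against 20 (6 higher) in RqcH DR-FLAG_3_ minus ΔrqcP and 10 against 21 (3 higher) in ΔrqcP minus ΔrplK. With loess they were 14 against 24 (7 higher) in ΔrqcP and 12 against 21 (5 higher) in ΔrqcP minus ΔrplK. Loess also shifted the split, to 6 higher and 3 lower in rqcH+ RqcP-FLAG_3_ (originally 7 and 6), 9 higher and 8 lower in RqcH DR-FLAG_3_ minus ΔrqcP (7 and 13) and 10 higher and 10 lower in ΔrplK minus wild type in vitro (16 and 9).

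With loess, the tRNA Ala margin was 1.57 for wild-type RqcH in vitro (1.94 with the authors' table) and turned to −1.79 for ΔrqcP. Lys-UUU relative to tRNA Ala was −3.41 for wild-type RqcH in vitro (−2.81 with normexp, −2.63 with no background correction), 0.30 for RqcH DR in vitro and −6.60 for ΔrplK, and turned to 1.35 for ΔrqcP; with the authors' table it was −0.32 for rqcH+ RqcP-FLAG_3_. Also with loess, Ala-A/C/UGC turned to −0.37 and Met-CAU3 to −0.084 in ΔrqcP, Ser-GGA to −0.066 in ΔrplK, and in RqcH DR-FLAG_3_ minus ΔrqcP Ala-IGC to 1.03, Ala-A/C/UGC to 2.14, Arg-C/UCG to 0.99, Met-CAU1 to 0.30 and Met-CAU3 to 0.16.

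Leaving out 1 array at a time, the counts ranged from 6 to 20 in ΔrqcH RqcP-FLAG_3_ (lowest without replicate 1), 6 to 14 in rqcH+ RqcP-FLAG_3_ (lowest without replicate 1), 4 to 18 in rqcH+ minus ΔrqcH (highest without ΔrqcH replicate 2), 12 to 15 in RqcH DR-FLAG_3_ minus ΔrqcP (lowest without RqcH DR replicate 1 or 2) and 11 to 17 in ΔrqcP minus ΔrplK (lowest without ΔrplK replicate 2). Where 1 array is left, it is assumed to vary like the other pulldowns.

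Against 0 on the scale of the standards, nearly all tRNAs lie below the total tRNA, which shifts every probe of a pulldown alike. The counts became 34 against 22 (0 higher) in wild-type RqcH in vitro, 36 against 19 (0 higher) in RqcH DR-FLAG_3_, 31 against 13 (0 higher) in rqcH+ RqcP-FLAG_3_ and 35 against 10 (1 higher) in ΔrplK. Probes that reversed were Ala-IGC −0.48, Lys-UUU −2.86, His-GUG −1.94, Asn-GUU −1.97, Phe-GAA −2.14, Glu-UUC −2.14 and Leu-UAA2 −2.40 with wild-type RqcH in vitro; Ala-IGC −2.89, Ala-A/C/UGC −3.15, Lys-UUU −1.85, Phe-GAA −1.34, Glu-UUC −1.40, Asn-GUU −1.46, His-GUG −1.48 and Leu-UAA2 −1.49 with RqcH DR in vitro; Ala-IGC −3.96, Ala-A/C/UGC −3.46, Lys-UUU −3.18, Val-UAC −5.51, Met-CAU2 −3.43, Ile-IAU −4.39, Arg-C/UCG −4.65, Arg-ICG −4.75 and Thr-A/GGU −4.89 with RqcH DR-FLAG_3_; Ala-IGC −0.98, Ala-A/C/UGC −0.58, Lys-UUU −1.24, Val-UAC −2.42, Val-mAC −4.71, Ile-IAU −3.04, Arg-C/UCG −3.50, Met-CAU3 −3.67, Met-CAU1 −3.73, Leu-CAA −4.09, Thr-UGU −4.22 and Thr-CGU −4.22 in ΔrqcP; Leu-CAA −0.12, Ser-A/C/UGA −0.52 and Cys-G/ACA −0.99 in ΔrqcH RqcP-FLAG_3_; Lys-UUU −1.50, Val-UAC −2.60, Ile-IAU −0.034, His-GUG −1.14, Met-CAU1 −1.16 and Leu-CAA −1.61 in rqcH+ RqcP-FLAG_3_; and Lys-UUU −3.64, Val-UAC −4.98, Thr-A/GGU −3.72, Pro-A/G/C/UGG −4.48, Ser-GGA −4.58 and Met-CAU1 −4.86 in ΔrplK.

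In the RqcP-FLAG_3_ pulldowns the replicate number goes with the scan day, and neither as a block changed a call of a named probe in rqcH+ minus ΔrqcH. Over all results, the replicate number as a block changed 1 call of a named probe: Lys-UUU in ΔrqcP minus ΔrplK passed (2.04, adjusted p = 0.0308; over the alternatives 8.97e-08 to 0.29). Scan day as a block was not run for the comparisons with RqcH DR-FLAG_3_ or ΔrqcP, where it cannot be told apart from the pulldown, nor for those within 1 scan day or for the lists. The signal over background limits replicate 2 of the RqcP-FLAG_3_ pulldowns most, and Lys-UUU in ΔrplK.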

Differences from the paper's values

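The paper states 24 spots per probe and 36 tRNA probes. All 19 arrays had 36 probes, and a probe had 24 spots on 17 arrays, 16 on replicate 1 of RqcH DR-FLAG_3_ and 20 on replicate 1 of RqcH DR-HTF. In direction, the paper sees no tRNA specificity in the ΔrqcH RqcP-FLAG_3_ pulldown. Here 10 of 36 probes were above the median tRNA and 8 below it, and 0 were called by limma with only these arrays in the fit (3 at an unadjusted p under 0.05). Such a count does not measure specificity: with RqcH DR in vitro, where the paper reports the tRNA Ala signal as lost, 12 were above and 13 below. On replicate 1, Lys-UUU was at a log2 ratio of 4.74, Ile-IAU at 4.25 and Ser-GCU at 3.67. On replicate 2, Lys-UUU was at the floor in both channels and the other 2 in the total channel, with Ile-IAU at 1.25 and Ser-GCU at 1.17. In the authors' table, centred the same way, Lys-UUU was at 4.72 and 4.38. For tRNA Ala the values here show no enrichment, as the paper states.

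For the rqcH+ RqcP-FLAG_3_ pulldown, the paper describes a tRNA Lys signal of a size like that of tRNA Ala. Here Lys-UUU lay at −2.02 ± 1.45 (SD, n = 2) relative to the mean of the tRNA Ala probes, at −0.996 on replicate 1, where it was measured, and at −3.05 on replicate 2, where it was at the floor. With the authors' table, an alternative set before the data were examined, it lay at −0.32.

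The paper states from Northern blots and these arrays that tRNA Ala specificity is lost with RqcH DR in vivo, and its stained gels lack the tRNA Ala band. Here the tRNA Ala probes did not stand above all other tRNAs. Both were above the median tRNA, at 1.87 for Ala-IGC and 2.37 for Ala-A/C/UGC, which is a different measure from specificity.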

Other observations

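The tests of the 3 patterns below were chosen after the results had been seen, apart from those on probes of like total signal over 13 arrays and on the single spots of replicates 1 and 2; so were the correlations between pulldowns. The comparisons and the counts of other groupings were set before the data were examined.

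The profile of the other tRNAs was less alike between in vitro and in vivo pulldowns than between the in vitro ones. Across the 34 probes outside tRNA Ala, which are not independent replicates, the means with wild-type RqcH and with RqcH DR in vitro correlated at r = 0.97 (Spearman's rho 0.97), and those with wild-type RqcH in vitro and in the ΔrplK pulldown at r = 0.027 (rho 0.051). RqcH DR in vitro and RqcH DR-FLAG_3_ correlated at r = 0.29 (rho 0.23). Over the 10 pairs of an in vitro with an in vivo pulldown, r ran from −0.026 to 0.29, and over the 10 in vivo pairs from 0.29 to 0.78. The in vitro pulldowns share purified total tRNA as their reference, while those in vivo have lysate tRNA. The correlations cannot tell a difference in the reference from one in binding. Between the ΔrplK pulldown and wild-type RqcH in vitro, whose total tRNA references differ, 16 probes were higher and 9 lower. Ala-IGC was higher by 2.99 and Ala-A/C/UGC by 2.25, Pro-A/G/C/UGG by 4.16 and Thr-A/GGU by 2.83, and Asn-GUU differed by −2.60. Scaled to the standards, 1 was higher and 12 lower: Ala-IGC, Ala-A/C/UGC and Thr-A/GGU, at 1.25, 0.51 and 1.09, lost their calls (adjusted p = 0.255, 0.671 and 0.387), and Pro-A/G/C/UGG kept its call at 2.42.

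RqcH DR-FLAG_3_ minus ΔrqcP gave 7 probes higher and 13 lower, with Ala-IGC at −2.42 (adjusted p = 1.04e-05 from limma) and Ala-A/C/UGC at −2.32; with loess within arrays these became 1.03 and 2.14. RqcH DR-FLAG_3_ minus ΔrplK gave 5 higher and 8 lower, with Ala-IGC at −4.53 and Ala-A/C/UGC at −4.84. ΔrqcP minus ΔrplK gave 10 higher and 11 lower, with Ala-IGC at −2.10 and Ala-A/C/UGC at −2.53; with loess these were −5.50 and −7.51, and scaled to the standards −1.75 and −2.17, no longer called (adjusted p = 0.178 and 0.0753). The strains differ in more than 1 way, scan day differs with them in all 3 comparisons, and print in those with ΔrplK. The 10 groupings of 3 arrays against 3 are too few for a share under 0.05. The grouping by pulldown, 1 of the 10, gave 2 called probes for RqcH DR against wild-type RqcH in vitro, 20 for RqcH DR-FLAG_3_ against ΔrqcP, 13 for RqcH DR-FLAG_3_ against ΔrplK, 21 for ΔrqcP against ΔrplK and 25 for ΔrplK against wild-type RqcH in vitro, and the highest of the other groupings gave 0 in each.

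Of the lists of tRNAs, 11 of 78 tests passed camera with the preset correlation and 3 with the estimated one. Those outside tRNA Ala were the tRNAs with a long variable arm, lower in rqcH+ than in ΔrqcH RqcP-FLAG_3_ (adjusted p = 0.0323 preset, 0.379 estimated), and the probes with A at position 35, higher in RqcH DR-FLAG_3_ than in ΔrplK (adjusted p = 0.0458 and 0.181) and in ΔrqcP than in ΔrplK (adjusted p = 0.0112 and 0.169). In these 3, 2 of 9, 3 of 12 and 7 of 12 probes were called that way, and as many when adjusted over the list alone. The tRNA Ala list also passed in the rqcH+ RqcP-FLAG_3_ pulldown (adjusted p = 0.00439 preset, 0.0921 estimated), and was lower in RqcH DR-FLAG_3_ than in ΔrplK (0.00329 and 0.0798) and in ΔrqcP than in ΔrplK (0.0266 and 0.169). The other probes with G, and those with U or C at position 35, passed in no test.

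Lys-UUU was called above the median tRNA in 5 of the 7 pulldowns. In 3 of the 5 the call ended when 1 array was left out: with RqcH DR in vitro without any 1 of the 3, in ΔrplK without replicate 1 or 2, and in ΔrqcH RqcP-FLAG_3_ without replicate 1, where the value left was 0 because replicate 2 was at the floor in both channels. A probe or dye effect shared by all arrays is argued against as the whole size in the RqcH DR-FLAG_3_ and ΔrqcP pulldowns, as it would shift Lys-UUU alike everywhere. Their means exceeded that with wild-type RqcH in vitro, 1.02 ± 0.11 (SD, n = 3), by 1.62 and 3.00, without overlap between arrays, and by at least 1.02 and 1.15 under the 13 alternatives run for all 3 pulldowns. This rests on wild-type RqcH as the reference, whose total tRNA was purified tRNA, while that of the 2 pulldowns was lysate tRNA. The lowest array of RqcH DR-FLAG_3_, at 2.25, overlapped the highest with RqcH DR in vitro, at 2.26, and in ΔrplK, at 2.72 with the pulldown at the floor. The lowest of ΔrqcP, at 3.33, lay above both. On ΔrqcH RqcP-FLAG_3_ replicate 1, however, Lys-UUU was at 4.74, above the highest ΔrqcP array, at 4.65. A shared effect of the size seen with wild-type RqcH stays open, as do effects of the older print and of lysate tRNA as the total tRNA. For the other pulldowns a shared effect stays open too: RqcH DR in vitro, at 1.46 ± 0.70 (SD, n = 3), overlapped wild-type RqcH, Lys-UUU is partly at the floor in the rest, and it was called with a difference over 1 in 0 of the 6 comparisons (1 at an unadjusted p under 0.05 in limma). A weak total tRNA signal of the probe is argued against as the whole cause in the RqcH DR-FLAG_3_ and ΔrqcP pulldowns. The tRNA Ala probes were left out of this test. Lys-UUU exceeded the highest of the 5 other probes nearest to it in total signal on all 3 arrays of each, by a mean of 0.90 ± 0.56 (SD, n = 3) in the first and 1.90 ± 0.69 (SD, n = 3) in the second. With loess, which removes a trend with intensity, it stayed called at 2.58 and 1.67, from 2.65 and 4.03, so its size in ΔrqcP depends on this setting. Elsewhere a weak signal stays open: over the 13 in vivo arrays Lys-UUU exceeded these probes on 9, between the bounds set for this test, and on 2 of the others its total signal was not above background. More tRNA Lys where elongation is compromised on the 50S subunit also stays open. Lys-UUU was called higher in 0 of the 2 differences from the ΔrplK pulldown. The bound written for this test would have counted that against the explanation, but it was too strict, because a missed threshold does not show that values did not differ: the difference of ΔrqcP from ΔrplK passed under 7 of 18 alternatives.

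The tRNA Ala probes stayed above the median tRNA in the RqcH DR-FLAG_3_ pulldown, at a mean of 2.12. A probe or dye effect shared by all arrays is argued against, since the mean of the tRNA Ala probes over the arrays of RqcH DR in vitro and of RqcP-FLAG_3_ without RqcH was 0.0175. The print of the arrays cannot be told apart from the pulldown, because no pulldown was run on both prints; the other pulldown on this print, ΔrqcP, had a mean of 4.49. Residual binding of tRNA Ala was not tested.

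Replicate 2 of both RqcP-FLAG_3_ pulldowns was far dimmer than replicate 1. A second scan of the slide of replicate 1 that scales all probes of the pulldown channel alike is argued against. Among the probes above background there on both replicates, the signal of replicate 2 was 0.0984 to 1.725 times that of replicate 1 in the rqcH+ strain (17 probes) and 0.0938 to 1.41 times in the ΔrqcH strain (12 probes), a range of at least 15.0-fold. The deviations of single spots from their probe, which correlated between the replicates at 0.0658 and −0.0258, decide nothing although they met the bound set for them, since most probes of replicate 2 were not above background; a second scan that does not scale the probes alike stays open. A weaker red channel alone is argued against as well, since the median pulldown signal over the probes was at most 0.296 times that of replicate 1, although single probes did not fall. No biological explanation was tested.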
